# Impact of chronic unpredicted mild stress-induced depression on repaglinide fate via glucocorticoid signaling pathway

**DOI:** 10.18632/oncotarget.17874

**Published:** 2017-05-15

**Authors:** Hongyan Wei, Ting Zhou, Boyu Tan, Lei Zhang, Mingming Li, Zhijun Xiao, Feng Xu

**Keywords:** chronic unpredicted mild stress(CUMS), depression, repaglinide, drug-metabolizing enzymes (DMEs), glucocorticoid and adrenergic signaling pathway

## Abstract

Chronic unpredicted mild stress (CUMS)-induced depression could alter the pharmacokinetics of many drugs in rats, however, the underlying mechanism is not clear. In this work we studied the pharmacokinetics of repaglinide, and explored the role of glucocorticoid and adrenergic signaling pathway in regulating drug metabolizing enzymes (DMEs) in GK rats and BRL 3A cells. The plasma cortisol and epinephrine levels were increased, meanwhile the pharmacokinetics of repaglinide were altered significantly in depression model rats. Forty-nine genes in liver of model rats displayed significant difference comparing to control rats. The differentially expressed genes enriched in the drug metabolism and steroid hormone biosynthesis pathway significantly, and *Nr1i3* matched 335 connectivity genes. CAR and Ugt1a1 protein expression were enhanced significantly in liver of model rats. The mRNA expression of *Ugt1a1* and *Nr1i2* were increased 2 and 4 times respectively with dexamethasone (DEX) and 8-Br-cAMP co-treatment in BRL 3A cells. The protein expression of PXR was up-regulated, too. However, RU486 reversed the up-regulated effect. The adrenergic receptor agonists had little impact on the DMEs in BRL 3A. Our data suggested that CUMS-induced depression might up-regulate DMEs expression via glucocorticoid signaling pathway, and accelerate the fate of the repaglinide in spontaneous diabetes rats.

## INTRODUCTION

Stress is a constant factor in modern life and has become one of the most important problems affecting human health in our society [1–4]. Long-term stress may disturb the homeostasis, and lead to psychological diseases such as major depressive disorder [5–7]. The hypothalamic-pituitary-adrenal (HPA) axis with the end-point release of corticosterone into the circulation plays a role in mediating the neuroendocrine response to stress [8]. Once given with depressive stress, concentrations of corticotropin-releasing hormone (CRH) are usually elevated, and then declined with the administration of antidepressants [9]. Evidence showed that maternal deprivation stress may modify the expression of many cytochrome P-450 (CYP450) genes, thus affecting the efficacy and toxicity of relevant drugs [10]. The impact of stress on drug metabolism is stress-specific, isozyme-specific, gender-specific, and species-specific [11].

Currently more documents demonstrated that comorbidity with depression in diabetes might influence hypoglycemic agent efficacy in diabetic patients [12]. Repaglinide, a new prandial glucose regulator, is metabolized dominantly by CYP2C8 and partially by CYP3A4 in human beings [13]. If CYP2C8 is inhibited due to various reasons, it will be replaced by CYP3A4 [14]. CYP3A4 is regulated by many transcription factors, among which the pregnane X receptor /steroid and xenobiotic receptor (PXR/SXR, *Nr1i2*) have been identified as the most critical. The genetic polymorphism of PXR had impact on the pharmacokinetics and pharmacodynamics of repaglinide in healthy Chinese volunteers, and showed that subjects with genotype of −298G/G and 11193C/C in PXR have a decreased elimination rate of CYP3A4/2C8 [15]. Our previous work found that chronic unpredicted mild stress (CUMS)-induced depression could alter the pharmacokinetics of many drugs in rats [16–19]. However, the molecular mechanisms underlying the stress and drug metabolism change are not fully understood. We herein explored the pharmacokinetics of repaglinide in depression model rats first, and then focused on the role of glucocorticoid and adrenergic signaling pathway in regulating drug-metabolizing enzymes (DMEs) expression in model rats.

## RESULTS

### Establishment of CUMS-induced depression in GK rats

As shown in Figure 1, no significant differences were found between the two groups prior to model establishment. However, after 8 weeks’ stress, the rats in the CUMS depression group displayed depressive-like behaviors. Open-field test showed that the vertical and horizontal scores in the CUMS depression group significantly decreased from 50.83 ± 8.04 to 32.08 ± 8.36 (*p* < 0.01) and 121.75 ± 8.82 to 79.08 ± 10.55 (*p* < 0.01), respectively. The sucrose preference values in the CUMS depression group significantly decreased from 71.63 ± 11.08 to 55.53 ± 9.55 (*p* < 0.01). At the same time the plasma cortisol (CORT) and epinephrine (NE) concentration in CUMS depression group were significantly increased about 30% (240.83 ± 87.49 to 322.67 ± 84.11, *p* < 0.05) and 45% (411.14 ± 61.31 to 609.75 ± 71.21, *p* < 0.05), respectively. No change was existed within control group. These results confirmed CUMS-induced depression rat model was established successfully.

**Figure 1:**
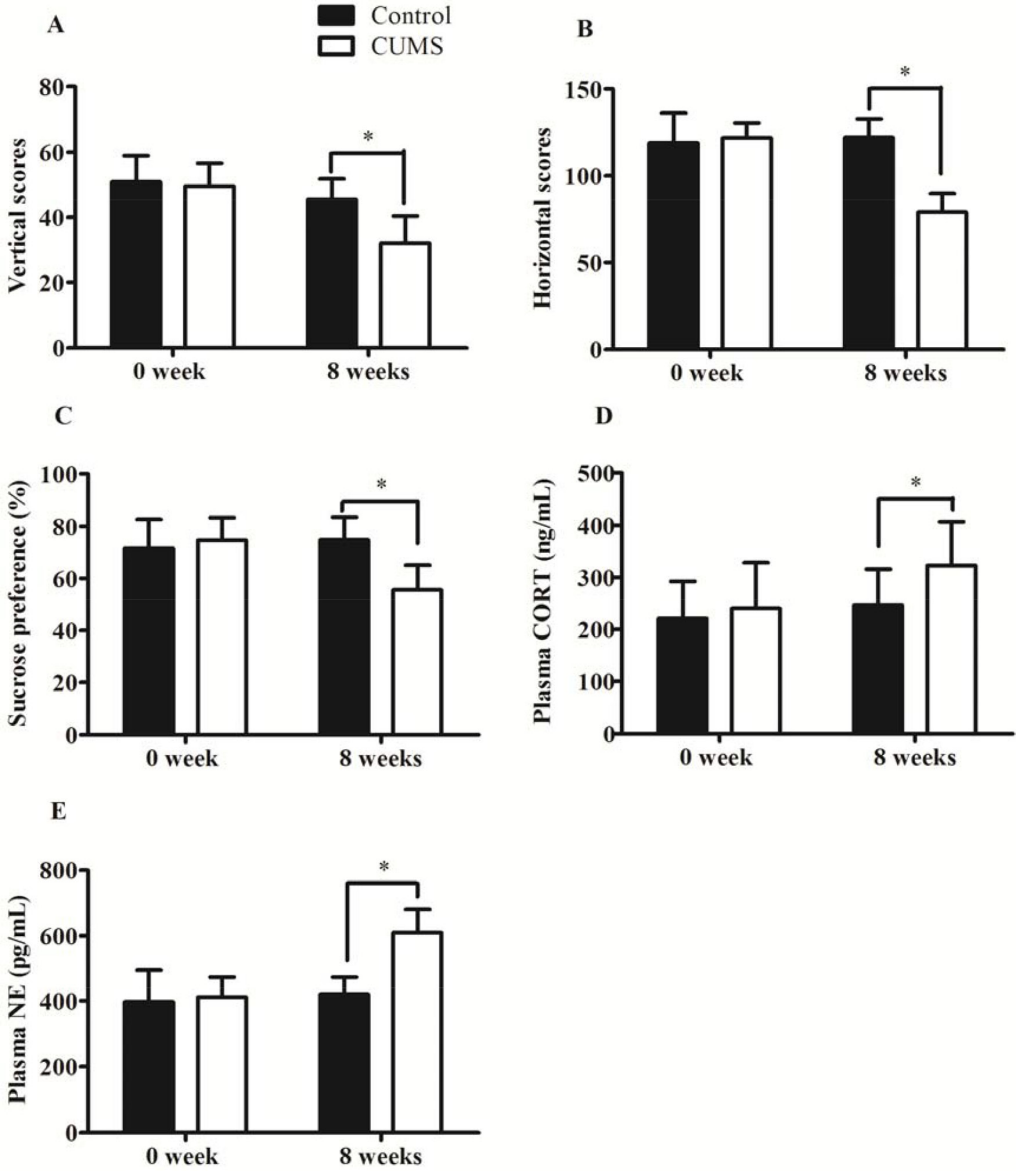
Validation of CUMS-induced depression model in GK rats (**A**) Vertical scores; (**B**) Horizontal scores; (**C**) Sucrose Preference Tests; (**D**) Plasma CORT concentration; (**E**) Plasma NE concentration. The data are presented as mean ± SD (*n* = 10). *p < 0.05, compared with control group.

### Pharmacokinetics disturbance of repaglinide in GK depression model rats

CUMS-induced depression on repaglinide pharmacokinetics in rats were presents in Figure 2 and Table 1. CUMS-induced depression accelerated the fate of repaglinde: speeding T_1/2_ by 17.4 % (from 2.53 ± 0.33 h to 2.09 ± 0.46, *p* < 0.05), T_max_ by 26.8% ( from 0.71 ± 0.10 h to 0.52 ± 0.07 h, *p* < 0.05), and decreasing C_max_ by 10.7% (from 2263.46 ± 187.18 ng/ml to 2020.56 ± 208.31 ng/ml, *p* < 0.05), AUC_0-∞_ by 22.3% (from 6685.46 ± 983.24 ng/ml·h to 5194.02 ± 801.19 ng/ml·h, *p* < 0.05) and MRT_0-∞_ by 18% (from 3.00 ± 0.17 h to 2.46 ± 0.12 h, *p* < 0.05).

**Figure 2:**
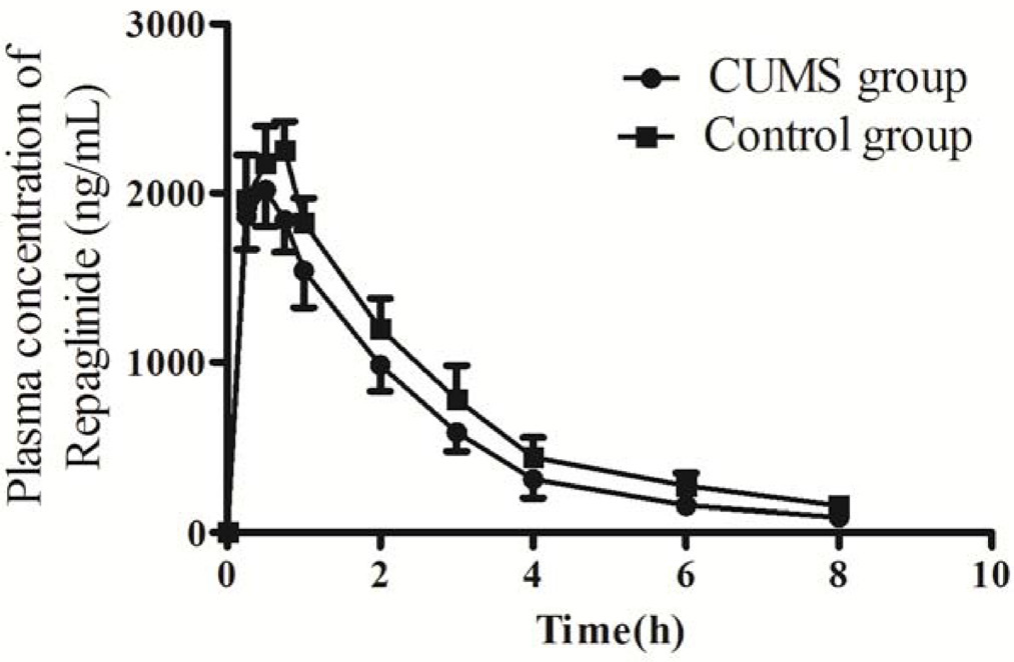
The plasma concentration-time curves of repaglinide in GK rats The data were presented as mean ± SD (*n* = 10).

**Table 1:** The main pharmacokinetic parameters of repaglinide in plasma of GK rats

Parameters	CUMS group	Control group
T_1/2_ (h)	2.09 ± 0.46*	2.53 ± 0.33
T_max_ (h)	0.52 ± 0.07*	0.71 ± 0.10
C_max_ (ng/mL)	2020.56 ± 208.31*	2263.46 ± 187.18
AUC_0-∞_ (ng/mL·h)	5194.02 ± 801.19*	6685.46 ± 983.24
MRT_0-∞_ (h)	2.46 ± 0.12*	3.00 ± 0.17

*p < 0.05, compared with control group (*n* = 10, mean ± SD).

### Analysis and confirmation of differentially expressed genes in liver tissue of GK rats

To show mRNA expression profile in CUMS-induced depression GK rats, we used a stringency cutoff to identify significantly differently mRNAs (*P* < 0.05, Fold Change ≥ 1.5 or ≤ 0.5) and two-dimensional hierarchical clustering 3.0 to represent expression profiles between samples. 

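Liver RNA of 9 GK rats, a strain with spontaneous diabetes, was measured on Affymetrix rat expression arrays, with 1 array per rat. The RNA came from control 1–3 and from CUMS 1–6, the rats that had gone through 8 weeks of chronic unpredictable mild stress. The labels of the samples give CUMS 1–3 as major depression and CUMS 4–6 as mild depression. Figure 4 of the paper holds the columns of control 1–3 and CUMS 1–3, and the paper's text does not speak of CUMS 4–6 apart from the others. Values are therefore given for CUMS 1–3 first and for CUMS 4–6 or all 6 CUMS rats after that.
The authors extracted the RNA with TRIzol, labelled it with the 3′ IVT Express kit, scanned the arrays and normalized them with MAS 5.0. The deposited values are linear signal intensities, scaled by the authors so that the mean without the lowest and highest 2% of values was 500.2 on each array. The median signal lay between 108 and 134. Signals below 1, of which there were 586, were set to 1 and all signals were put on the log2 scale. The 57 control probe sets and the lower 40% of probe sets by mean log2 signal were left out, which kept 18625 probe sets. The 3 groups were fitted together with limma, and p was adjusted by the Benjamini-Hochberg method. The number of arrays limits the precision.
Control 3 stood apart from the other 8 arrays. Its median correlation with the others was 0.951, against 0.965 to 0.972 for the rest. On the first principal component, which held 23.9% of the variance, control 3 lay at −60.5 and the others between −2.78 and 21.9. The ratio of 3′ to 5′ signal of beta-actin, which rises as RNA degrades, was 2.51 in control 3, 5.23 in CUMS 2 and 4.96 in CUMS 4, and between 3.18 and 3.73 in the others. The same ratio of GAPDH was 1.75 in CUMS 2 and between 1.32 and 1.46 in the others.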

The GeneChip results illustrated that a greater number of differentially expressed probes were observed between the two groups, which matched 49 differentially expressed genes (DEGs). Among them, 13 DEGs were down-regulated, and 36 were up-regulated in depression rats (Figure 3A). 

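Several genes of connective tissue had lower signals in the livers of CUMS 1–3 than in the control livers. Lox, which encodes lysyl oxidase, the enzyme that cross-links collagen, read 46.9 ± 12.9 (SD, n = 3) in CUMS 1–3 and 758 ± 810 (SD, n = 3) in the controls. Its log2 fold change was −3.51 (standard error 0.60, adjusted p = 0.282 from limma), and much of the control mean came from control 3, at 1694 against 306 and 275 in control 1 and 2. Without control 3, the Lox signal of CUMS 1–3 was 0.158 times the control signal, and with it 0.0878 times. The mean Lox signal of CUMS 1–3 lay below the median signal of every array, so the exact ratio is uncertain. A second Lox probe set stood at 0.226 times the control level, and at 0.389 times without control 3. Igfbp3, which carries insulin-like growth factors in plasma, read 627 ± 62 (SD, n = 3) against 1805 ± 609 (SD, n = 3), and Pdgfra, a growth factor receptor of stellate cells and fibroblasts, 464 ± 27.7 (SD, n = 3) against 901 ± 184 (SD, n = 3). Neurl3, a ubiquitin ligase, read 314 ± 8.49 in CUMS 1–3, 264 ± 12.6 in CUMS 4–6 and 553 ± 60.4 in the controls (SD, n = 3 each). Among the genes with higher signals in CUMS 1–3, Glod5 read 310 ± 35.7 (SD, n = 3) against 116 ± 27.6 (SD, n = 3), a log2 fold change of 1.44, and Cxcr5, a chemokine receptor of B lymphocytes, stood at 2.48 times the control level.
By limma, 0 of 18625 probe sets passed an adjusted p under 0.05 in CUMS 1–3 against control, while 1259 had an unadjusted p under 0.05 (482 higher and 777 lower), where 931 are expected if nothing differed. The test of the study with the same adjustment called 1 probe set, of Tmem123 (log2 fold change −0.47, adjusted p = 0.00096), and gave 977 at an unadjusted p under 0.05. Over all 6 CUMS rats limma again called 0, with 1477 at an unadjusted p under 0.05 (572 higher and 905 lower), and the test of the study called 0 and gave 1435. CUMS 4–6 against control gave 0 calls by either test, with 1170 at an unadjusted p under 0.05 by limma (509 higher and 661 lower) and 993 by the test of the study.
At the thresholds of the study, an unadjusted p under 0.05 with a fold change of at least 1.5 or at most 0.5, 391 probe sets were higher and 217 were lower in CUMS 1–3. They belong to 190 higher and 128 lower genes, 317 in all, and 75.8% of these probe sets lay below the signal filter used for limma. In 100 draws simulated with no difference between the groups, the same thresholds took 354 to 476 higher probe sets (mean 397) and 221 to 290 lower ones (mean 251). The excess of higher genes depended on the unequal limits. With a fold change of at most 1/1.5 in place of 0.5, 190 genes were higher and 264 lower in CUMS 1–3.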

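Target genes of PPAR-alpha were higher as a group in CUMS 1–3, and genes of stellate cells, macrophages, interferon response and cell division were lower. Of 34 measured targets of this nuclear receptor, which drives fatty acid oxidation, 28 had a higher mean signal in CUMS 1–3, with a median log2 fold change of 0.32 (camera, adjusted p = 2.4e-11, but adjusted p = 0.275 with an estimated correlation). Much of this came from CUMS 3: without it the median was 0.19, and the mean score of CUMS 1, 0.093, lay below that of control 1, 0.099. Ehhadh, an enzyme of peroxisomal beta-oxidation, read 9192 ± 845 (SD, n = 3) against 5804 ± 697 (SD, n = 3) in the controls, and Vnn1, Hsdl2 and Decr1 had log2 fold changes of 1.02, 0.75 and 0.46. Of 33 measured markers of stellate cells and fibroblasts, which make the extracellular matrix, 32 were lower, with a median log2 fold change of −0.92 (camera, adjusted p = 6.9e-17, and adjusted p = 0.275 with an estimated correlation). Col14a1, a collagen, and Reln, a matrix glycoprotein, had log2 fold changes of −1.01 and −0.72. In control 3 these markers lay 0.91 above the mean of the controls on the log2 scale, against −0.51 and −0.40 in control 1 and 2 and −1.05 to −0.67 in the 6 CUMS rats; without control 3 the median in CUMS 1–3 was −0.47 in place of −0.92.
All 21 measured cell cycle genes were lower in CUMS 1–3, with a median of −0.70, among them the replication factors Mcm3 and Mcm6 at −1.35 and −1.13 (log2; camera, adjusted p = 2.3e-07, and adjusted p = 0.376 with an estimated correlation). Without control 3 the median was −0.25 and 17 of the 21 were lower, and CUMS 3, with a score of −0.27, lay above control 1 and 2, at −0.47 and −0.40. Of 27 interferon response genes 25 were lower, such as Gbp2 at −1.78 and the proteasome subunit Psmb9 at −0.86 (camera, adjusted p = 6.2e-10; adjusted p = 0.376 with an estimated correlation), and their mean of −0.68 was −0.43 without control 1 and −0.44 without CUMS 2. Markers of Kupffer cells, the macrophages of the liver, were lower in 17 of 18 genes, with Cd180 at −1.41 and Adgre1 at −0.96 (camera, adjusted p = 9.7e-07; adjusted p = 0.376 with an estimated correlation), and their mean of −0.58 was −0.35 without control 3, while the median of −0.51 was −0.77 without control 2. Control 3 again held the highest scores for cell cycle genes, 0.87, and for Kupffer cell markers, 0.46, but the lowest control score for interferon response genes, −0.59. CUMS 1 and CUMS 3 lay above this interferon score, at −0.55 and −0.32, and CUMS 2 below it, at −1.16. For Kupffer cell markers CUMS 3, at −0.27, lay above control 2, at −0.39, while CUMS 1 and CUMS 2 lay below all controls. All 20 measured genes of cholesterol synthesis were higher, with a median of 0.33 and Tm7sf2 at 0.80 (log2; camera, adjusted p = 2.7e-06; adjusted p = 0.376 with an estimated correlation). CUMS 2, with a score of 0.69, carried much of this: without it the median was 0.12 and 16 of the 20 were higher. This rat also had the highest ratios of 3′ to 5′ signal, 5.23 for beta-actin and 1.75 for GAPDH.
Adjusted over the list alone, 12 PPAR-alpha targets were higher and 1 was lower, and 13 stellate cell and fibroblast markers and 2 Kupffer cell markers were lower. The gene lists were written before the data were examined but after the paper had been read. Table 2 and Figure 4 name some members, so these lists are not independent evidence. In total camera called 20 of 34 lists (13 higher and 7 lower) with its preset correlation and 0 with an estimated correlation, which left 5 at an unadjusted p under 0.05. The rotation test fry called 0 for movement in 1 direction, with 4 at an unadjusted p under 0.05. For changes in either direction, a test added after the data were seen, fry called 5 (PPAR-alpha targets, CAR and PXR targets, stellate cell markers, bile acid genes and drug transporters, adjusted p from 0.0468 to 0.0493), but 0 without control 2, CUMS 1 or CUMS 2, 1 without control 3 and 6, 3 of them the same, without CUMS 3.

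**Figure D1:**
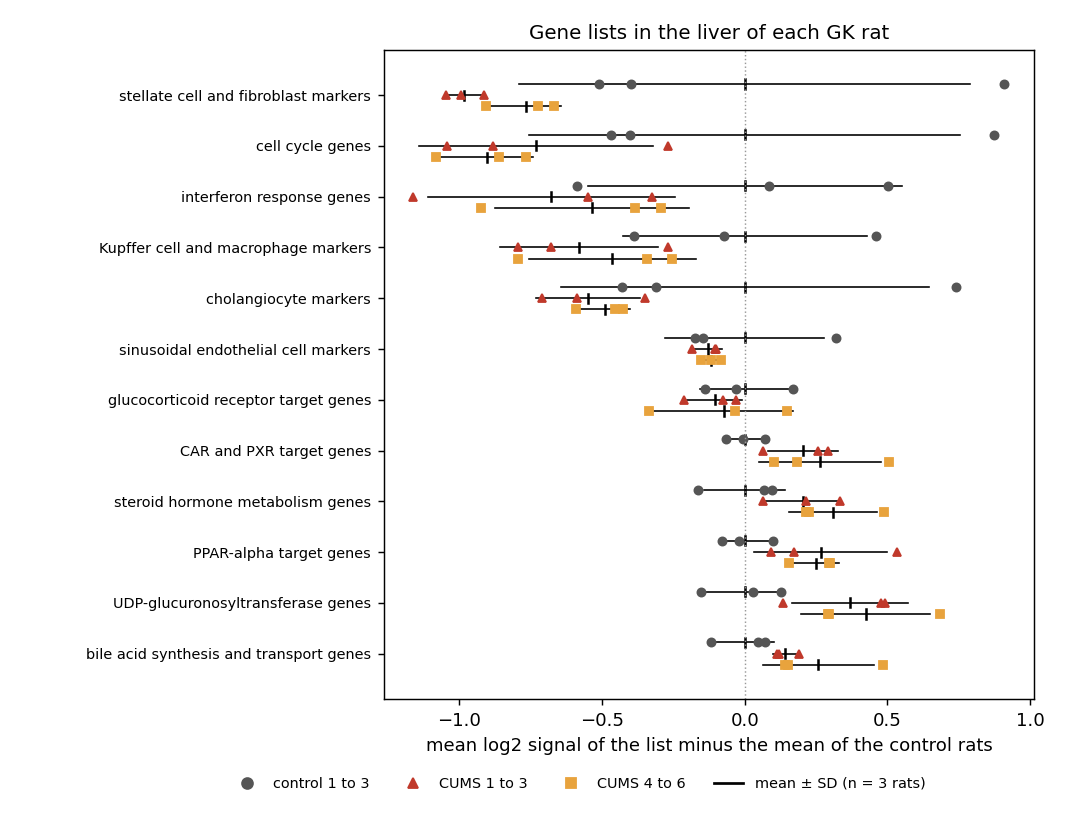
Mean log2 signal of 12 gene lists, minus the mean of the control rats, for control 1–3, CUMS 1–3 and CUMS 4–6; points are rats and bars the mean ± SD of each group. The stellate cell and fibroblast markers of the CUMS rats lie between −1.05 and −0.67, and control 3 lies at 0.91.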

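The genes named in Figure 4 include Glod5, Keg1, Abcb6, Hsdl2 and Palmd among the higher ones and Lox, Cd180, Elmo1, RT1-DMb and Spats2l among the lower ones. Abcb6, a porphyrin transporter, and Hsdl2, a peroxisomal enzyme, stood at 1.59 and 1.68 times the control level in CUMS 1–3, and at 1.23 and 1.33 times in CUMS 4–6. Elmo1, which acts in the engulfment of dying cells, stood at 0.44 and 0.58 times the control level in CUMS 1–3 and CUMS 4–6, and RT1-DMb, which helps to load peptides onto class II molecules, at 0.49 in both groups. Topbp1, a factor of the DNA damage checkpoint, read 117 ± 12.2 in the controls, 189 ± 10 in CUMS 1–3 and 136 ± 62.9 in CUMS 4–6 (SD, n = 3 each).
Of 30 labels of higher genes in the figure, 29 could be matched to a probe set, and 26 of these passed the thresholds of the study in CUMS 1–3; of 13 labels of lower genes, 11 were matched and all 11 passed. Pank3, Cyp3a18 and Ugt1a stayed below the fold change of 1.5, and Ednra, LOC685067 and LOC501038 were not matched. A gene was matched to its probe set in Table 2 or else to a probe set past the thresholds in the direction drawn, a rule chosen after the values were seen, which favours the figure. In CUMS 4–6, which the figure does not show, 27 of the 29 higher genes were above the control level by geometric means (28 by arithmetic means) and 13 had an unadjusted p under 0.05 by the test of the study. All 11 lower genes were below the control mean there, and 6 had an unadjusted p under 0.05. Shared controls favour this: in 100 draws simulated with no effect, of 29 higher and 11 lower probe sets picked by the same thresholds in one group, 25.8 (20 to 29) and 10 (7 to 11) had the same direction in the other, and 5.6 (1 to 11) and 2.05 (0 to 5) had an unadjusted p under 0.05. These draws, added after the data were seen, take genes as independent, so their ranges are too narrow. Controls that spread more widely than the CUMS rats may also raise such counts, so the excess cannot show an effect shared by both groups. Plekha8 and Zrsr2, drawn as higher, stood at 0.97 and 0.89 times the control level in CUMS 4–6, and at 1.03 and 1.33 times without CUMS 4; by arithmetic means Zrsr2 stood at 1.01 times. The median fold change of the higher genes was 1.63 in CUMS 1–3 and 1.46 in CUMS 4–6, and that of the lower genes 0.432 and 0.584.
Between the control mean at 0 and the mean of CUMS 1–3 at 1, the 608 probe sets past the thresholds placed CUMS 4, 5 and 6 at 0.46, 0.573 and 0.571. Groups simulated with no effect that share their controls also lay at 0.498 (0.447 to 0.554 in 100 draws). The 40 matched genes of the figure placed CUMS 4 at 0.394, CUMS 5 at 0.87 and CUMS 6 at 0.929, a mean of 0.731, against 0.495 (0.262 to 0.662) in the draws with no effect. Controls that spread more widely than CUMS rats may raise this position, so it cannot show an effect on these genes shared by both groups. When the arrays were clustered on these genes, CUMS 4 fell in the branch of the controls, and when they were clustered on all probe sets kept by the signal filter, control 3 stood alone.

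**Figure D2:**
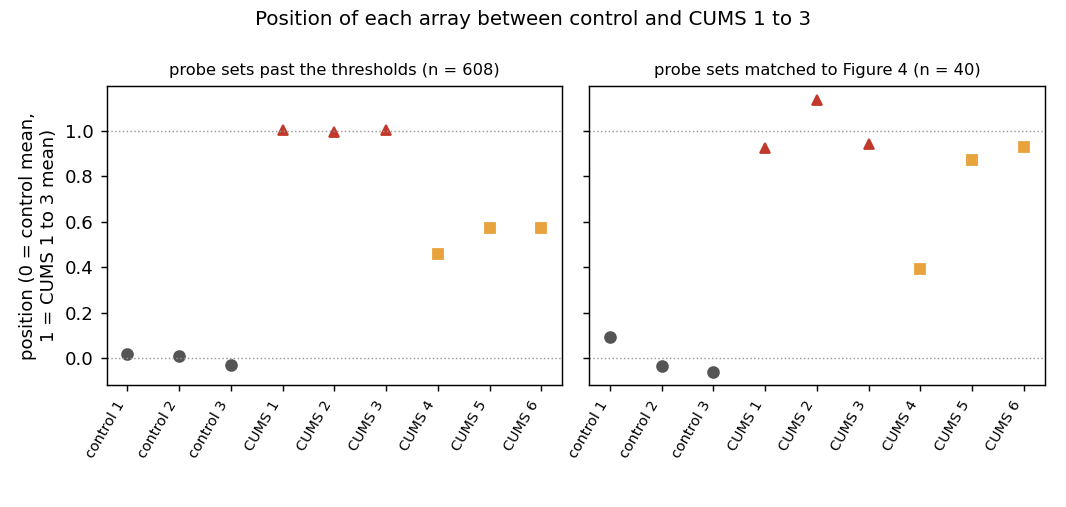
Position of each of the 9 arrays between the mean of the control rats (0) and the mean of CUMS 1–3 (1), over the 608 probe sets past the thresholds of the study and over the 40 genes matched to Figure 4; each point is 1 rat. CUMS 4 lies at 0.46 in the larger set and at 0.394 in the smaller set.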

The hierarchical clustering of DEGs was visualized as a heatmap (Figure 4). Based on the GeneSpring software analysis the up-regulated DEGs were interconnected and formed gene expression networks. *Nr1i3* matched 335 connectivity, which regulated the *Ugt1a1, Ugt2b1, Cyp3a18* and others genes expression and function (Figure 5 and Table 2).

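Nr1i3 encodes CAR, a nuclear receptor that controls genes of drug metabolism. Its signal was 676 ± 137 in CUMS 1–3, 568 ± 183 in CUMS 4–6 and 328 ± 100 in the controls (SD, n = 3 each). Every rat of CUMS 1–3 lay above every control rat, while CUMS 4, at 365, lay below control 1 and 3, at 384 and 388. The log2 fold change of Nr1i3 in CUMS 1–3 was 1.07 (standard error 0.30, adjusted p = 0.637 from limma). Nr1i2, which encodes PXR, a related receptor, read 1973 ± 332 in CUMS 1–3 and 1702 ± 314 in the controls (SD, n = 3 each), a log2 fold change of 0.22 (standard error 0.16, adjusted p = 0.838 from limma).
Of 21 measured target genes of CAR and PXR, 13 had a higher and 8 a lower mean signal in CUMS 1–3, with a median log2 fold change of 0.22 (camera, adjusted p = 0.000349, but adjusted p = 0.367 with an estimated correlation). Without control 3 the median was 0.045, with 12 higher and 9 lower. Aldh1a1, an enzyme that oxidizes retinal, read 6875 ± 1244 in CUMS 1–3, 8223 ± 1769 in CUMS 4–6 and 3297 ± 751 in the controls (SD, n = 3 each; adjusted p = 0.408 for CUMS 1–3 from limma). Slco1a4, an uptake transporter of bile acids and drugs that Table 2 lists as Slco1a2, read 13676 ± 1753 in CUMS 1–3, 15855 ± 1270 in CUMS 4–6 and 8928 ± 1907 in the controls (SD, n = 3 each). Its second probe set read 5532 ± 477 in CUMS 1–3 and 3038 ± 504 in the controls (SD, n = 3 each). Over all 6 CUMS rats, 16 of the 21 targets were higher (camera, adjusted p = 3.3e-06; adjusted p = 0.150 with an estimated correlation), and in CUMS 4–6 17 were (adjusted p = 3.1e-07; adjusted p = 0.158 with an estimated correlation). The median over all 6, 0.25, was 0.085 without control 3, and that of CUMS 4–6, 0.28, was 0.13 without CUMS 6. An exact permutation of the mean score of these targets over the 84 splits of 6 rats against 3 gave p = 0.0595, a two-sided test added after the data were seen. Adjusted over the list alone, 6 targets were higher in CUMS 1–3; the list names several genes of Table 2 and is not independent of it.
Of the 19 probe sets of Table 2, 17 passed the thresholds of the study in CUMS 1–3 and 18 had a higher mean in CUMS 4–6, where 17 (14 to 19 in 100 draws) are expected with no effect from the shared controls. None passed an adjusted p under 0.05 in limma, where adjusted p ran from 0.282 to 0.750 and 18 had an unadjusted p under 0.05. In all 19, every rat of CUMS 1–3 lay above every control rat, an order that chance gives to 10% of probe sets in either direction, but these genes had been selected for it. Leaving out 1 rat changed the number past the thresholds from 17 to 6 without CUMS 2, to 8 without control 3, and to 9 without control 1, without control 2 or without CUMS 3.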

**Figure 3:**
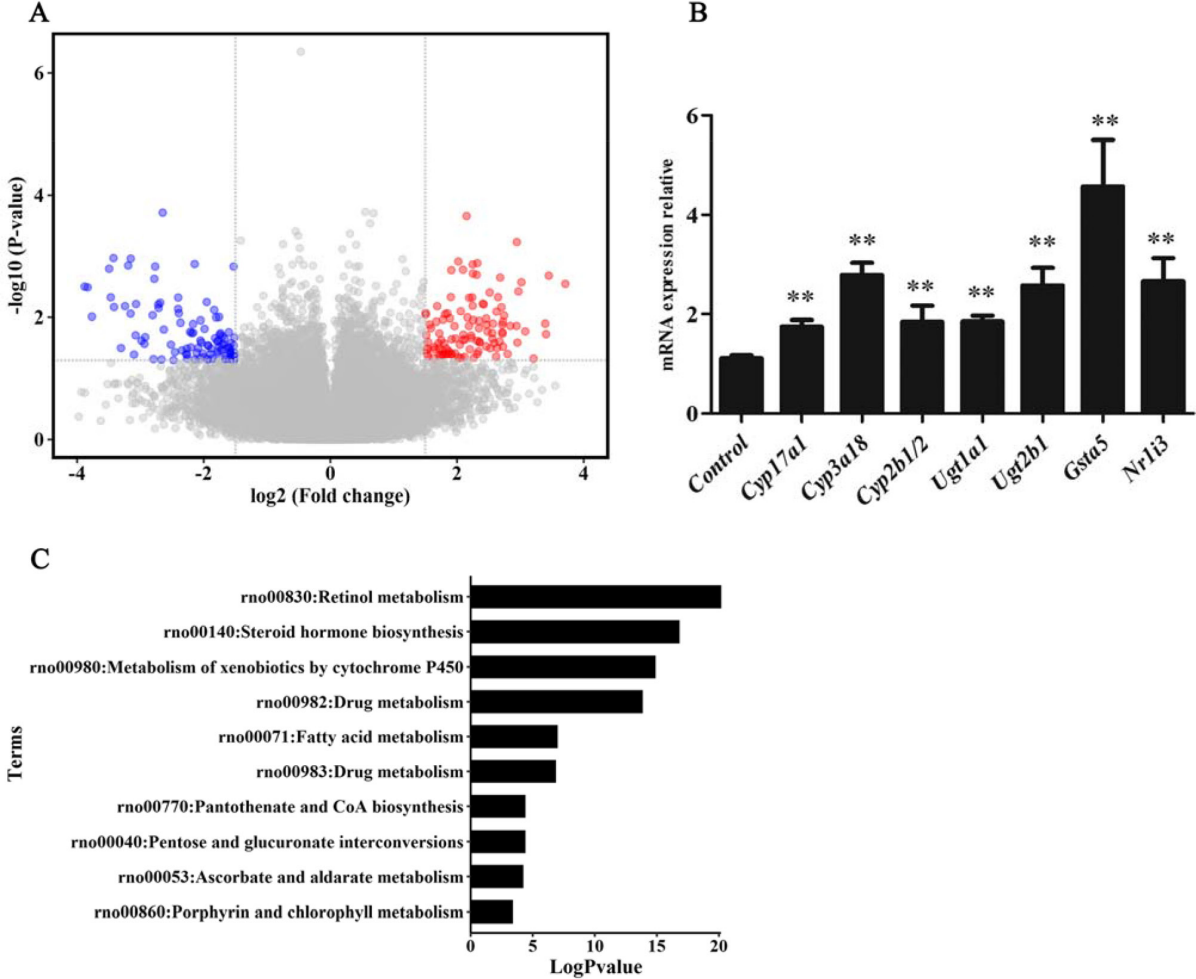
mRNA expression levels and KEGG pathway analyses (**A**) The volcano plot image showed the mRNA expression levels of microarray in CUMS group compared with control. Black dots: equally expressed mRNAs between CUMS group compared and control (0.5 ≤ Fold Change ≤ 1.5); red dots: mRNAs were overexpressed in CUMS group compared with control (*P*-values < 0.05, Fold Change ≥ 1.5); blue dots: mRNAs in CUMS group were down-expressed compared to control (*P*-values < 0.05, Fold Change ≤ 0.5). Fold changes of these mRNAs in CUMS group compared with control are shown as mean ± SD. (**B**) Relative expression of differentially expressed genes(DEGs) using qRT-PCR confirmation(normalized to controls). Data are presented as the mean ± SD, *n* = 6, **p < 0.01, compared with control. (**C**) KEGG pathway enrichment analysis of the up-regulated DEGs.

**Figure 4:**
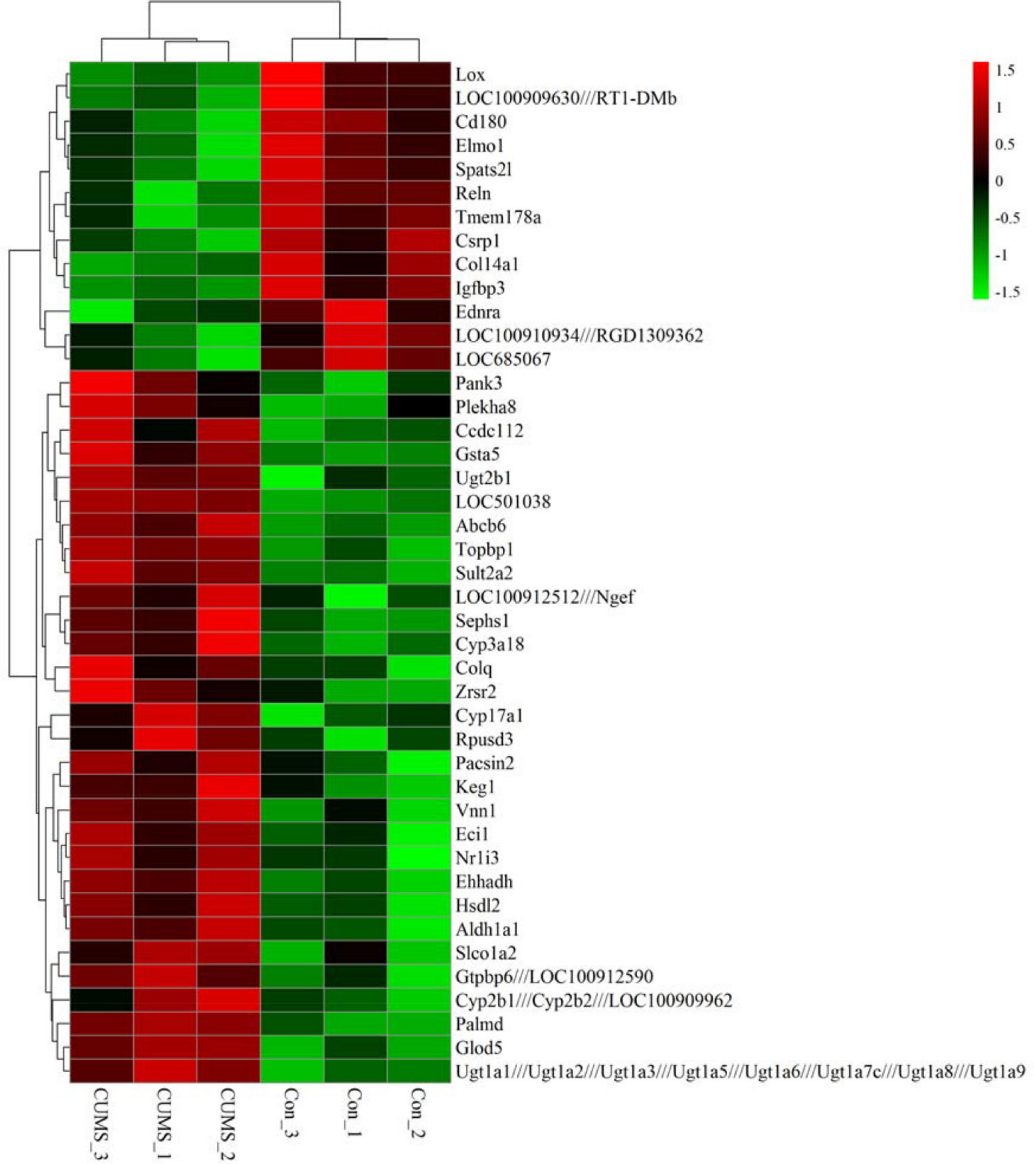
Hierarchical clustering heat map of differentially expressed genes in liver tissue of GK rats between CUMS and control group Up-regulation was indicated by red, down-regulation by green. Clusters of genes showing similarity of the expression patterns were identified based on Euclidian distances.

**Figure 5:**
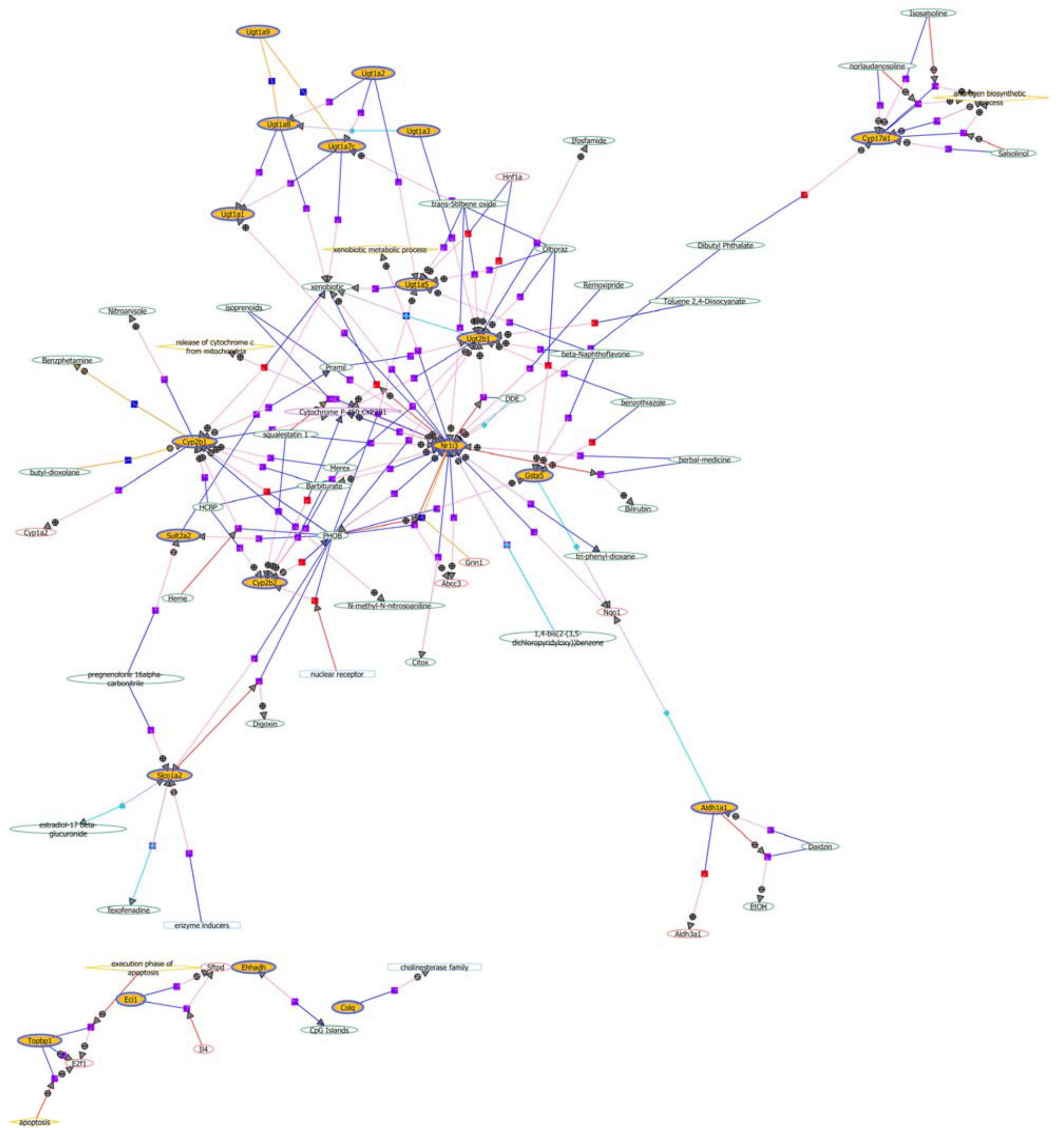
The network of up-regulated differentially expressed genes in liver tissue of GK rats The yellow circle indicated the differentially expressed genes, and the arrows indicated the regulation directions. The plus sign denoted the positive regulation, while the minus sign denoted the negative regulation.

**Table 2:** The network of the up-regulated differentially expressed genes

Probe Set ID	Gene Symbol	Gene Title	*P* Value	Fold Change	Global Connectivity
1395976_at	*Plekha8*	pleckstrin homology domain containing, family A (phosphoinositide binding specific) member 8	0.043	1.524	1
1387924_at	*Ngef*	ephexin-1-like///neuronal guanine nucleotide exchange factor	0.047	1.76	4
1370592_at	*Keg1*	kidney expressed gene 1	0.036	1.77	4
1389253_at	*Vnn1*	vanin 1	0.030	2.00	6
1368068_a_at	*Pacsin2*	protein kinase C and casein kinase substrate in neurons 2	0.046	1.56	6
1368475_at	*Colq*	collagen-like tail subunit (single strand of homotrimer) of asymmetric acetylcholinesterase	0.047	1.85	12
1381958_at	*Topbp1*	topoisomerase (DNA) II binding protein 1	0.005	1.62	15
1398307_at	*Cyp3a18*	cytochrome P450, family 3, subfamily a, polypeptide 18	0.028	1.50	16
1367659_s_at	*Eci1*	enoyl-CoA delta isomerase 1	0.033	1.64	19
1370613_s_at	*Ugt1a8*	UDP glucuronosyltransferase 1 family, polypeptide A 8	0.004	1.51	19
1387936_at	*Sult2a2*	sulfotransferase family 2A, dehydroepiandrosterone (DHEA)-preferring, member 2	0.003	2.74	20
1370613_s_at	*Ugt1a7c*	UDP glucuronosyltransferase 1 family, polypeptide A7C	0.004	1.51	20
1371089_at	*Gsta5*	glutathione S-transferase Yc2 subunit	0.028	2.77	43
1387123_at	*Cyp17a1*	cytochrome P450, family 17, subfamily a, polypeptide 1	0.032	2.90	49
1368283_at	*Ehhadh*	enoyl-CoA, hydratase/3-hydroxyacyl CoA dehydrogenase	0.008	1.58	69
1370613_s_at	*Ugt1a5*	UDP glucuronosyltransferase 1 family, polypeptide A5	0.004	1.51	71
1371076_at	*Cyp2b2*	cytochrome P450, family 2, subfamily b, polypeptide 2	0.049	1.90	100
1387093_at	*Slco1a2*	solute carrier organic anion transporter family, member 1A2	0.044	1.53	102
1371076_at	*Cyp2b1*	cytochrome P450, family 2, subfamily b, polypeptide 1	0.049	1.90	141
1370698_at	*Ugt2b1*	UDP glucuronosyltransferase 2 family, polypeptide B1	0.035	1.60	150
1387022_at	*Aldh1a1*	aldehyde dehydrogenase 1 family, member A1	0.016	2.08	152
1368797_at	*Nr1i3*	nuclear receptor subfamily 1, group I, member 3	0.043	2.06	335

To determine which pathway might be involved in CUMS-induced depression, KEGG pathway analysis was used to authenticate pathways and understand biological functions of significantly differentially expressed genes. The result indicated that the up-regulated DEGs were enriched in 10 pathways, including the drug metabolism, steroid hormone biosynthesis, and so on (Figure 3C and Table 3). 

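Target genes of PPAR-alpha, target genes of CAR and PXR and genes of steroid hormone metabolism were over-represented among the 190 genes higher in CUMS 1–3 at the thresholds of the study. The PPAR-alpha list supplied 5 genes of 36 on the array, where 0.481 are expected (Fisher's exact test, one-sided, adjusted p = 0.0038): Creb3l3, a transcription factor of fasting, Eci1, Ehhadh and Hsdl2, enzymes of fatty acid metabolism, and Vnn1, which forms pantothenic acid. CAR and PXR targets supplied 4 of 23, where 0.307 are expected (Fisher's exact test, adjusted p = 0.0039): Aldh1a1, Slco1a4, Ugt2b1 and Sult2a2, a sulfotransferase of hydroxysteroids. Steroid hormone metabolism supplied 4 of 40, where 0.535 are expected (Fisher's exact test, adjusted p = 0.0226): Cyp17a1, Hsd11b2, Sult2a2 and Ugt2b1. The list of cytochrome P450 genes of families 1 to 3 supplied 0 of 32.
Among the 128 lower genes, stellate cell and fibroblast markers supplied 5 of 38, where 0.342 are expected (Fisher's exact test, adjusted p = 0.00076): Col14a1, Csrp1, Igfbp3, Lox and Reln. These lists stand in for the KEGG pathways, which were not used here, and the background was the 14217 genes with a probe set of their own. Probe sets shared by several genes, such as those of Ugt1a and Cyp2b1/2, are in none of the lists. When all 6 CUMS rats were set against the controls, CAR and PXR targets (Fisher's exact test, adjusted p = 0.0019) and steroid hormone metabolism (adjusted p = 0.0144) were still over-represented among the higher genes, and PPAR-alpha targets were not (adjusted p = 0.718). Genes that vary together from rat to rat are not independent draws, as Fisher's test takes them to be. The 5 stellate cell and fibroblast genes are all named in Figure 4. The CAR and PXR genes named above are all in Table 2, with Slco1a4 as Slco1a2. The lists were written after the paper had been read, so these overlaps are not independent of it.
From its pathway analysis the paper concludes that drug metabolism and steroid hormone biosynthesis were enriched among the genes higher in the model rats. It also reports raised plasma cortisol, PCR of array genes, and higher CAR and Ugt1a1 protein in the livers of the model rats. With these and its tests in BRL 3A cells, it proposes that glucocorticoid signaling might have raised the enzymes of drug metabolism.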

Steroid hormone biosynthesis (rno00140, FDR = 0.007) and Drug metabolism (rno00982, FDR = 0.058) were significantly enriched pathways. 

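In the livers of CUMS 1–3, Cyp3a18 and the Cyp2b genes, which oxidize drugs, Ugt1a and Ugt2b1, which add glucuronic acid to them, and the probe set listed as Gsta5, a glutathione S-transferase, had higher signals than in the controls. Cyp3a18 read 10560 ± 1580 in CUMS 1–3, 11272 ± 2652 in CUMS 4–6 and 7107 ± 455 in the controls (SD, n = 3 each), with a log2 fold change of 0.56 in CUMS 1–3 (standard error 0.16, adjusted p = 0.650 from limma). The probe set shared by Cyp2b1 and Cyp2b2 read 181 ± 50.8 in CUMS 1–3, 199 ± 63.9 in CUMS 4–6 and 95.4 ± 17.2 in the controls (SD, n = 3 each; log2 fold change 0.90, adjusted p = 0.722 from limma). Its control mean lay below the median signal of every array, so the exact ratio is uncertain. Ugt2b1 read 7414 ± 583 in CUMS 1–3, 8633 ± 1601 in CUMS 4–6 and 4644 ± 849 in the controls (SD, n = 3 each; log2 fold change 0.69, adjusted p = 0.551 from limma). The Ugt1a probe set of Table 2, which the whole Ugt1a family shares, read 14404 ± 1089 in CUMS 1–3, 17755 ± 1550 in CUMS 4–6 and 11789 ± 1144 in the controls (SD, n = 3 each; log2 fold change 0.29, adjusted p = 0.722 from limma), so a value for Ugt1a1 alone cannot be read from it.
The probe set listed as Gsta5, which the annotation assigns to Gsta3, read 254 ± 77.8 in CUMS 1–3, 359 ± 73.4 in CUMS 4–6 and 91.7 ± 5.43 in the controls (SD, n = 3 each). The control mean of this probe set lay below the median signal of every array, so its exact ratio is uncertain. Its log2 fold change was 1.43 in CUMS 1–3 (standard error 0.25, adjusted p = 0.282 from limma) and 1.69 over all 6 CUMS rats (adjusted p = 0.109 from limma). With each array centred on its median signal, it passed the test over all CUMS rats (adjusted p = 0.0288) and in CUMS 4–6 (adjusted p = 0.0292). Another probe set, shared by Gsta5 and Gsta2, read 14062 ± 1651 in CUMS 1–3 and 12906 ± 2416 in the controls (SD, n = 3 each; log2 fold change 0.13).
Among the lists of enzymes, all 7 measured UDP-glucuronosyltransferase genes were higher in CUMS 1–3, with a median log2 fold change of 0.26 (camera, adjusted p = 0.000349; adjusted p = 0.303 with an estimated correlation), and Ugt2a1 and Ugt2b15 stood at 0.53 and 0.20. The median was 0.52 without control 3, 0.51 without CUMS 1 and 0.14 without CUMS 2, with all 7 higher each time. Of 20 glutathione S-transferase genes 14 were higher (camera, adjusted p = 0.012; adjusted p = 0.376 with an estimated correlation), a call lost without control 3 (adjusted p = 0.489) and without CUMS 1 (adjusted p = 0.111). Of 28 cytochrome P450 genes of families 1 to 3, 15 were higher and 13 lower, with a median log2 fold change of 0.04 (camera, adjusted p = 0.0492; adjusted p = 0.567 with an estimated correlation), and the call was lost without control 3 (median −0.015, adjusted p = 0.887) and without CUMS 2 (median −0.040, adjusted p = 0.438). Within it Cyp2j4 and Cyp2d3 stood at 0.43 and 0.31 and Cyp3a9 at −0.68. Drug transporters were higher in 14 of 21 genes (camera, adjusted p = 0.00509; adjusted p = 0.275 with an estimated correlation; mean log2 fold change 0.091, and 0.043 without control 2), and sulfotransferases in 8 of 11 without passing the test (adjusted p = 0.0644).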

Five genes, namely *Cyp3a18, Ugt1a1, Ugt2b1,Cyp2b1/2* and *Gsta5*, were included in drug-metabolism pathway. Additionally, *Cyp17a1* instead of *Gsta5*, and other four genes, were also enriched in steroid hormone biosynthesis pathway.

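Cyp17a1, the enzyme that makes 17-hydroxylated steroids and androgens, read 714 ± 279 in CUMS 1–3, 580 ± 47.9 in CUMS 4–6 and 246 ± 88.1 in the controls (SD, n = 3 each). Its log2 fold change in CUMS 1–3 was 1.53 (standard error 0.32, adjusted p = 0.532 from limma). Sult2a2, which sulfates hydroxysteroids and bile acids, read 186 ± 36.7 in CUMS 1–3, 106 ± 55.1 in CUMS 4–6 and 67.9 ± 7.79 in the controls (SD, n = 3 each; adjusted p = 0.570 for CUMS 1–3 from limma). The control mean of Sult2a2 lay below the median signal of every array, so its exact ratio is uncertain. Of 34 measured genes of steroid hormone metabolism, 24 were higher and 10 lower in CUMS 1–3, with a median log2 fold change of 0.11 (camera, adjusted p = 0.000349; adjusted p = 0.367 with an estimated correlation). This median was 0.043 without control 3 and 0.069 without CUMS 2, and 0.22 without control 1 and 0.26 without CUMS 3. Over all 6 CUMS rats 27 of them were higher (camera, adjusted p = 1.8e-06; adjusted p = 0.150 with an estimated correlation), with a median of 0.17 that was 0.11 without control 3.
Genes of bile acid synthesis and transport, which share their sterol precursors with steroids, were higher in 14 of 21 members in CUMS 1–3 (camera, adjusted p = 0.000723; adjusted p = 0.367 with an estimated correlation), with a mean of 0.14 that was 0.083 without control 3. The uptake transporters Slco1a1 and Slc10a1 and the bile salt export pump Abcb11 stood at log2 fold changes of 0.47, 0.27 and 0.30. A list of female-biased liver genes was used without a test of their bias in the rat. Of its 13 measured genes, among them Sult2a6 and Fmo1 at 0.69 and 0.57, 9 were higher in CUMS 1–3 (camera, adjusted p = 0.00436; adjusted p = 0.275 with an estimated correlation). Their median of 0.48 was 0.018 without CUMS 3, 0.20 without control 1 and 0.23 without control 2. Of 18 male-biased genes that depend on growth hormone, 5 were higher and 13 lower, and the list did not pass the test (adjusted p = 0.952).
Target genes of the glucocorticoid receptor split evenly in CUMS 1–3, with 12 higher and 13 lower and a median log2 fold change of −0.01 (camera, adjusted p = 0.648). Tsc22d3, a target that glucocorticoids induce, stood at 0.33, Sgk1 at −0.54 and the metallothionein gene Mt1 at −1.11. The receptor's own gene, Nr3c1, stood at 0.88 times the control level in CUMS 1–3 by one probe set and at 0.81 times by another. Adjusted over the list alone, 4 genes of steroid hormone metabolism, 2 of bile acid metabolism, 3 female-biased genes and 0 glucocorticoid receptor targets were higher in CUMS 1–3 (of the last, limma gave 0 higher and 2 lower at an unadjusted p under 0.05).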

**Table 3:** KEGG pathway enrichment analysis of the up-regulated DEGs

KEGG ID	KEGG term	Count	Log *P* value	FDR	Genes
rno00830	Retinol metabolism	5	2.02E + 01	7.31E-04	*Ugt1a1, Aldh1a1, Cyp2b1/2, Cyp3a18, Ugt2b1*
rno00140	Steroid hormone biosynthesis	5	1.68E + 01	0.007	*Ugt1a1, Cyp3a18, Cyp17a1, Ugt2b1, Sult2a2*
rno00980	Metabolism of xenobiotics by cytochrome P450	5	1.49E + 01	0.028	*Gsta5, Ugt1a1, Cyp2b1/2, Cyp3a18, Ugt2b1*
rno00982	Drug metabolism	5	1.39E + 01	0.058	*Gsta5, Ugt1a1, Cyp2b1, Cyp3a18, Ugt2b1*
rno00071	Fatty acid metabolism	2	7.00E + 00	6.517	*Ehhadh, Eci1*
rno00983	Drug metabolism	3	6.87E + 00	7.113	*Ugt1a1, Cyp3a18, Ugt2b1*
rno00770	Pantothenate and CoA biosynthesis	2	4.40E + 00	34.041	*Vnn1, Pank3*
rno00040	Pentose and glucuronate interconversions	2	4.40E + 00	34.041	*Ugt1a1, Ugt2b1*
rno00053	Ascorbate and aldarate metabolism	2	4.23E + 00	37.606	*Ugt1a1, Ugt2b1*
rno00860	Porphyrin and chlorophyll metabolism	2	3.39E + 00	57.737	*Ugt1a1, Ugt2b1*

KEGG, Kyoto Encyclopedia of Genes and Genomes; FDR, false discovery rate; DEGs, differentially expressed genes.

These DEGs relevant to drug-metabolism and steroid hormone biosynthesis in the liver tissue of GK rats were validated by quantitative real-time polymerase chain reaction (qRT-PCR). The result showed that *Cyp17a1, Cyp3a18, Cyp2b1/2, Ugt1a1, Ugt*2b1, *Gsta5*, and *Nr1i3* were increased approximately 2–4 folds in liver tissue of model rats compared with control rats (Figure 3B). The relative foldchanges detected by qRT-PCR were consistent with the microarray results, indicating the dependability of our microarray platform.

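On the arrays, Cyp17a1 had a fold change of 2.89 in CUMS 1–3, the Gsta5 probe set of 2.69, Nr1i3 of 2.11, Cyp2b1/2 of 1.87 and Ugt2b1 of 1.61. Cyp3a18 had a fold change of 1.48 and Ugt1a of 1.22, and a second Ugt1a probe set, at 13611 ± 900 (SD, n = 3) against 10041 ± 529 (SD, n = 3), of 1.35. For each of these 7 genes, all rats of CUMS 1–3 lay above all control rats. In CUMS 4–6 the same probe sets had fold changes of 2.47 (Cyp17a1), 3.86 (Gsta5), 1.73 (Nr1i3), 2.04 (Cyp2b1/2), 1.86 (Ugt2b1), 1.56 (Cyp3a18) and 1.51 (Ugt1a). Cyp3a23-3a1, the gene of the rat enzyme CYP3A1, read 24403 ± 4504 in CUMS 1–3 and 20142 ± 5736 in the controls (SD, n = 3 each), and its neighbour Cyp3a2 read 18159 ± 8808 and 19599 ± 4419 (SD, n = 3 each; adjusted p = 0.816 and 0.932 from limma). The direction of Cyp3a2 turned on 1 rat. Its fold change was 0.85 in CUMS 1–3, 1.20 without CUMS 3, and 1.20 in CUMS 4–6. The fold change is the ratio of the geometric means of the signals, and with 3 rats against 3 the smallest p of an exact permutation test is 0.1.

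**Figure D3:**
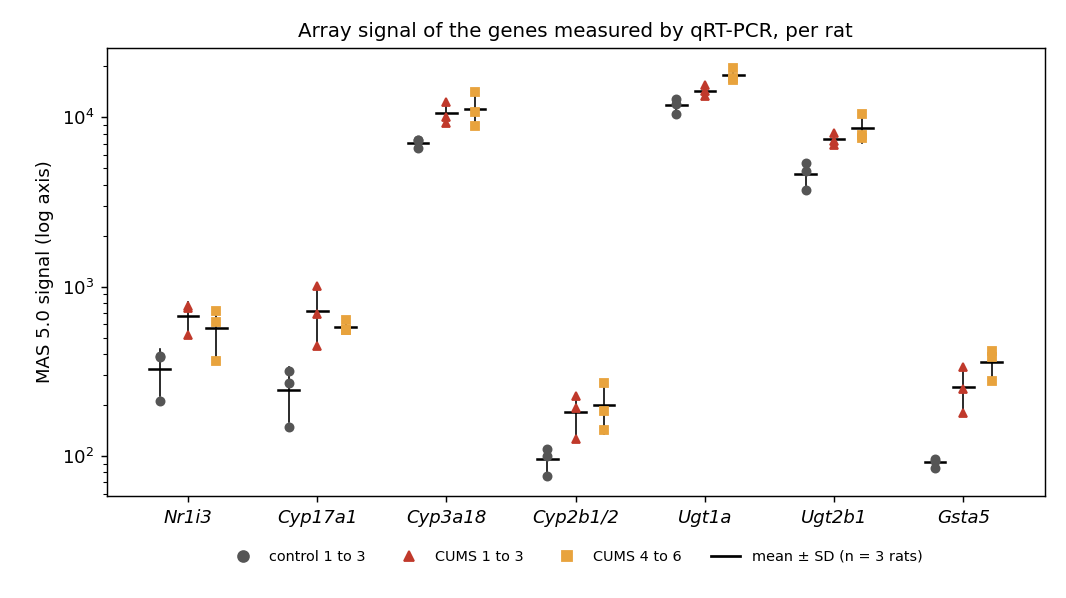
MAS 5.0 signal, on a log axis, of the 7 genes in control 1–3, CUMS 1–3 and CUMS 4–6; points are rats and bars the mean ± SD of 3 rats. For each gene the points of CUMS 1–3 lie above those of the controls, as for Cyp17a1 at a fold change of 2.89.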

### Effect of glucocorticoids and adrenergic pathway on drug metabolizing-related genes expression in BRL 3A cells

CCK assay showed that DEX, DEXT, PE, ISO of 1 μmol/L does not affect BRL 3A cell viability. DEX of 1 μmol/L was set as combination concentration as co-treated with 8-Br-cAMP or RU486, respectively in the following study (Figure 6).

**Figure 6:**
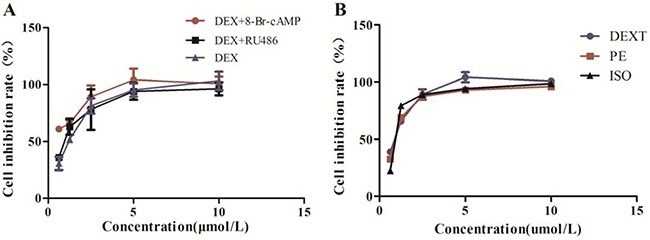
Cell viability (**A**) DEX alone, DEX combination with 8-Br-cAMP or RU486 treated BRL 3A for 48 hr. (**B**) DEXT, PE and ISO treated BRL 3A for 48 hr. Data were presented as the mean ± SD (normalized to controls), *n* = 6, *p < 0.05 vs control.

*In vitro* cell test displayed that the mRNA expression of *Ugt1a1* and *Cyp3a18* were enhanced significantly with DEX alone and DEX plus 8-Br-cAMP co-treatment for 48hr in BRL 3A cells (Figure 7). Specifically, *Nr1i2* was up-regulated 2 times with DEX alone treatment and 4 times with DEX plus 8-Br-cAMP co-treatment. RU486 reversed the effect of DEX. However *Cyp17a1* and *Cyp2b1/2* appeared down-regulated. The α-adrenergic receptor agonists DEXT and PE enhanced Cyp3a18 expression moderately, but the difference was not significant. In addition, β-receptor agonists ISO had little effect on *Cyp3a18, Ugt1a1, Ugt2b1, Gsta5, Nr1i2* and *Nr1i3* expression (Figure 8).

**Figure 7:**
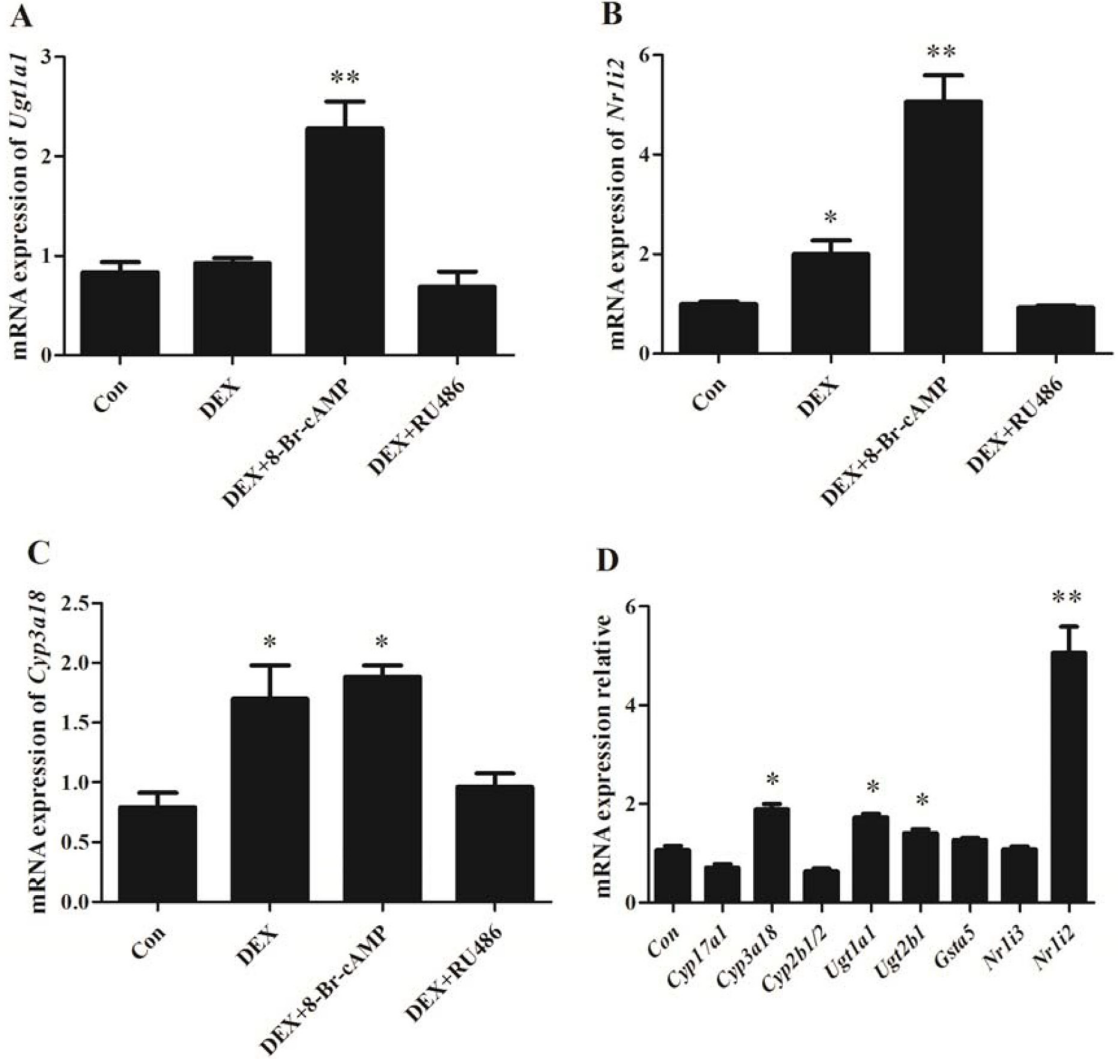
The mRNA expression in BRL 3A cells with DEX, RU486, 8-Br-cAMP treatment for 48 hr (**A**) *Ugt1a1*; (**B**) *Nr1i2*; (**C**) *Cyp3a18*; (**D**) Differentially expressed genes relevant to drug-metabolism and steroid hormone biosynthesis. Data are presented as the mean ± SD of the relative mRNA level (normalized to controls), *n* = 3, *p < 0.05, **p < 0.01 vs control.

**Figure 8:**
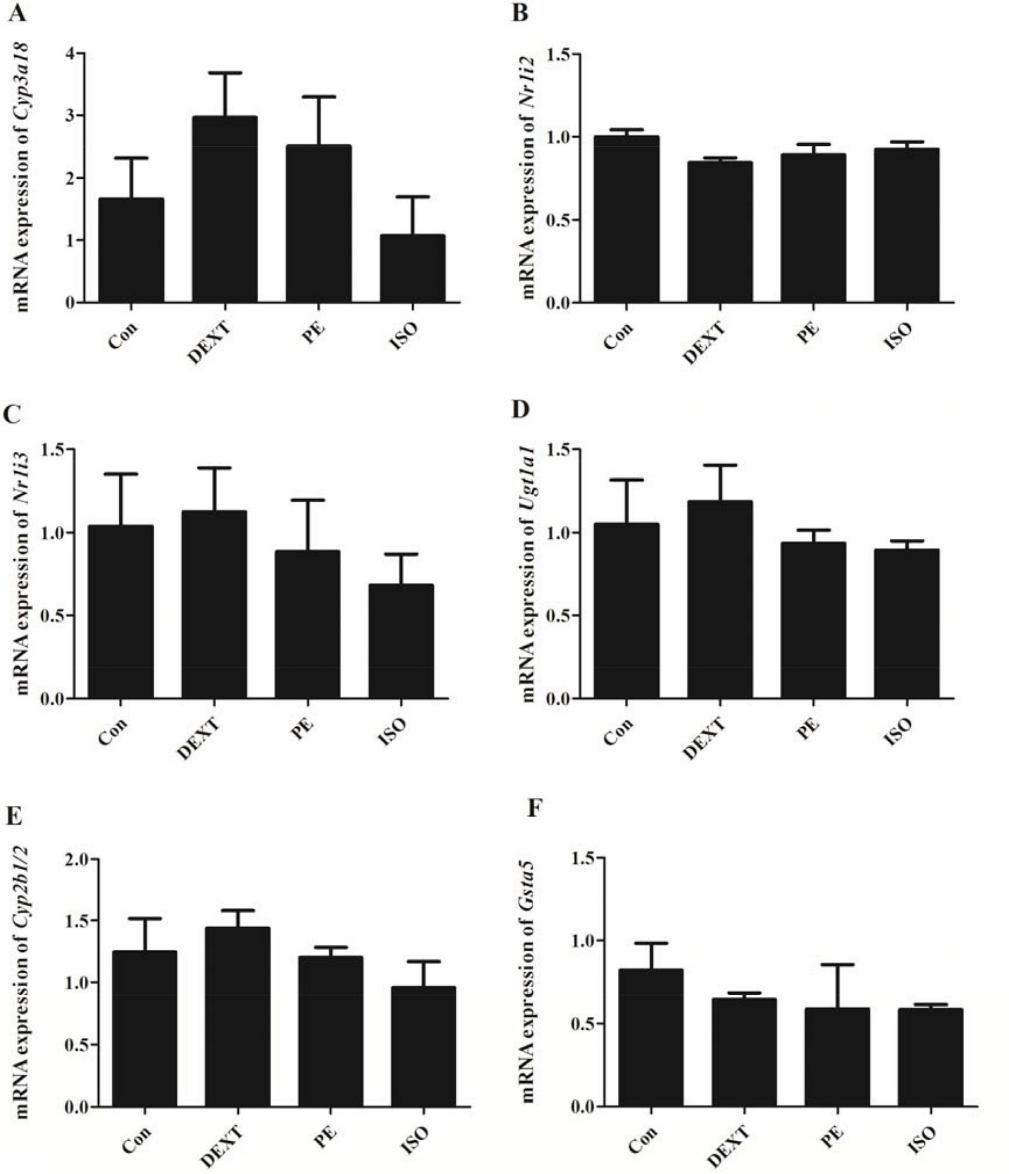
The mRNA expression in BRL 3A cells with DEXT, PE and ISO treatment for 48 hr (**A**) *Cyp3a18*; (**B**) *Nr1i2*; (**C**)*Nr1i3*; (**D**) *Ugt1a1;* (**E**) *Cyp2b1/2*; (**F**) *Gsta5*. Data are presented as the mean ± SD of the relative mRNA level (normalized to controls), *n* = 3.

### Alteration of drug metabolizing enzymes both in liver tissue of GK rats and in BRL 3A cells

To further investigate protein expression of the interested genes, Western blot was applied both in liver tissue of GK rats and in BRL 3A cells. As shown in Figure 9 the protein expression levels of Cyp3a1 was enhanced moderately, but Ugt1a1 was enhanced significantly in liver tissue of GK rats (*p* < 0.05). The CAR was increased significantly in liver tissue of GK model rats, meanwhile PXR was increased significantly with DEX plus 8-Br-cAMP treatment for 48hr in BRL 3A cells (*p* < 0.05). Adrenergic receptor antagonists including DEXT, PE and ISO didn't alter the drug metabolizing enzymes expression.

**Figure 9:**
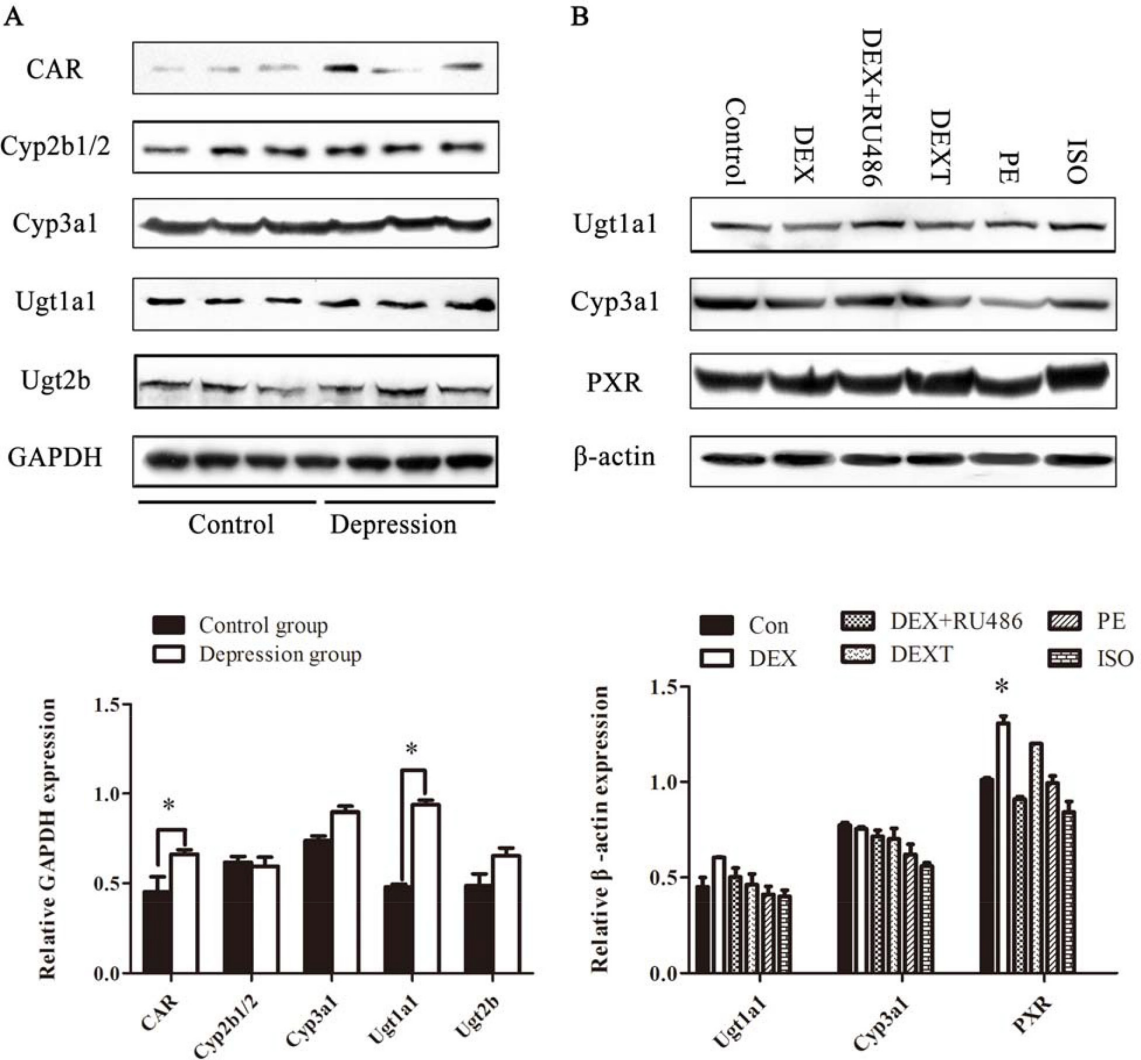
The protein expression of drug metabolizing enzymes (**A**) The protein expression of CAR, Cyp2b1/2, Cyp3a1, Ugt1a1, Ugt2b in GK rats’ liver. (**B**) The protein expression of Ugt1a1, Cyp3a1, PXR in BRL 3A. Data are presented as the mean ± SD of the relative protein (normalized to controls), *n* = 3, *p < 0.05 vs control.

## DISCUSSION

Various physiological and pathological factors such as age, sex, and individual genetic background can affect drug metabolism. Recently evidences showed that psychological factors also influence the drug metabolism process [16–19]. We herein established the CUMS induced-depression model with GK rats. We noted that stress hormone cortisol level increased significantly and repaglinide pharmacokinetics changed in model rats. Leblond et al. found that stress hormone might regulate the expression of CYP2C11, CYP 3A1/2 in rats with chronic renal failure [20]. Therefore we surmised that pharmacokinetic change in depression model rats might be consequence of DMEs expression alters associated with hormone stress.

In order to explore the underlying mechanism, we compared the gene expression profiles of liver tissue of depression model rats to that of control rats. The results indicated that mRNA expression of *Cyp17a1, Cyp3a18, Cyp2b1/2, Gsta5, Ugt1a1* and *Ugt2b1* were up-regulated significantly in model group rats. These differentially expressed genes (DEGs) that met the thresholds yielded and enriched in KEGG pathways of drug metabolism-enzymes and steroid hormone biosynthesis. *Nr1i3* was the central node of up-regulated DEGs Using GeneSpring software analysis, which influenced the most of other genes expression. The mRNA expression of *Cyp17a1, Cyp3a18, Cyp2b1/2, Gsta5, Ugt1a1, Ugt2b1* and *Nr1i3* in gene chip was confirmed by qRT-PCR. At same time the protein expression of Cyp3a1, Cyp2b1/2, and Ugt2b were increased slightly in model rats compared with control rats, but Ugt1a1 and CAR were up-regulated significantly.

The biosynthesis of cortisol is dependent on the activity of microsomal CYP17α-hydroxylase/17,20-lyase [21] meanwhile steroid hormone enhances the CYP450 expression under stress [22]. In this study *Cyp17a1* mRNA expression was up-regulated significantly in liver tissue of model rats, and cortisol was in increased in model rats, demonstrated the delicate interaction among drug-metabolism enzymes expression, stress hormone and stress in model rats. UDP-glucuronosyl transferases (UGTs) are major phase II enzyme family in the liver micro some [23]. Among them Ugt1a1 detoxifies bilirubin neurotoxicity by conjugating with glucuronic acid, therefore plays a critical role in the detoxification and excretion of endogenous and exogenous lipophilic compounds [24]. Species and tissue/cell-dependent regulation of UGT expression by ligand-activated transcription factors is often involved in the regulation of homeostasis [25]. Ugt1a1 expression was up-regulated significantly in this study, suggested that Ugt1a1 participate in substrates metabolism to cope with stress. The transcription factor *Nr1i3*, encoding orphan nuclear receptor CAR, regulates gene encoding DMEs and transporters in livers of rats [26]. Both mRNA expression of *Nr1i3* and protein expression of CAR were consistently up-regulated in depression model rats in this study. Besides GeneSpring analysis results indicated *Nr1i3* regulates Ugt1a1 and other DMEs expression.

In liver tissue of model rats KEGG pathway analysis highlighted significant enrichment in drug metabolism-enzymes and steroid hormone biosynthesis pathway. To further study the role of steroid hormone in regulating the differential expression of DMEs induced by stress, rat liver cell line of BRL 3A was treated with DEX. We noted that it was *Nr1i2* (rather than *Nr1i3*) that increased twice as treated with DEX for 48 hr, while glucocorticoid receptor antagonist RU486 reversed this stimulatory effect. When BRL 3A cells were co-treated with DEX and 8-Br-cAMP(analog of cAMP) for 48 hr, both *Ugt1a1* and *Nr1i2* were up-regulated significantly (*Nr1i2* was up-regulated almost 4 folds), along with *Nrli2* encoding PXR was up-regulated. Since both glucocorticoids and cAMP stimulates corticotropin releasing hormone (CRH) promoter through the cAMP response element (CRE) [21], the synergistic stimulatory effect of DEX and 8-Br-cAMP on *Ugt1a1* and *Nr1i2* might be mediated through the CRE. Over the past two decades, differential expression of DMEs induced by stress rose as an important pharmacology hot issue. Coordinated regulation of DMEs and transporters are mediated by a number of transcription factors [27] including CAR and PXR [28]. The transcriptional pathways that are activated in response to stress via CAR and PXR may be better explained the *Ugt1a1* expression in this study.

Although epinephrine plasma level increased significantly in depression model rats, it seems that epinephrine has little-to-no effect on DMEs expression *in vitro* experiment. As BRL3A cells were treated with the selective adrenergic agonists DEXT and PE for 48 hr, *Cyp3a18* expression was only moderately up-regulated without any significant difference. Similarly *Cyp2b1/2, Ugt1a1*, *Gsta5, Nr1i2* and *Nr1i3* expression also changed a little. The protein expression of Ugt1a1, Cyp3a1 and PXR were broadly unchanged, too. Besides, β-adrenergic agonist ISO had no effect on the drug metabolism-related gene/protein expression. The mechanism of the little-to-no effect of adrenergic receptor agonist *in vitro* assay is not clear. Adrenergic receptors are expressed in the central nervous system and peripheral nervous system involving in the regulation of various physiological functions [29, 30]. Glucocorticoids are the major regulators of CYP450, and their release are affected by the adrenergic signaling pathway [31]. Stress might directly promote the expression of CYP3A, CYP2C and CYP2D via the adrenergic pathway, or indirectly regulate the expression of CYP450 through insulin pathway [32]. The *in vitro* little-to-no effect of adrenergic receptor agonists in BRL 3A cells suggested that adrenergic pathway might be dominantly related with the release of glucocorticoids *in vivo*.

Our data suggested that CUMS-induced depression might up-regulate DMEs expression via glucocorticoid signaling pathway, and accelerate the fate of the repaglinide in spontaneous diabetes rats. Nuclear transcription factor *Nr1i3* and *Nr1i2* were specific in regulating DMEs genes under stress via glucocorticoid hormone.

## MATERIALS AND METHODS

### Materials

TRIzol Reagent was from Life Technologies (Carlsbad, CA, USA). RNeasy micro kit and RNase-Free DNase Set were bought from QIAGEN (GmBH, Germany). Gene Chip 3’IVT Express Kit, GeneChip^®^ Hybridization, Wash and Stain Kit were from Affymetrix (Santa Clara, CA, USA). Dulbecco minimum essential medium (DMEM), phosphate buffer saline (PBS), fetal bovine serum (FBS), penicillin-streptomycin solution, and sodium dodecyl sulfate (SDS) were obtained from Gibco (Life Technologies, USA). Rat cortisol (CORT) and epinephrine (NE) ELISA Kit were purchased from CUSABIO (CUSABIO, USA). The RNA Extraction Kit (Code No.RR036A), PrimeScript TM RT Master Mix (Code No.RR047A), SYBR Premix Ex Taq TM (Code No.RR420A) were purchased from TaKaRa Bio Inc (Dalian, China). The repaglinide, nateglinide, dexamethasone(DEX), 8-Br-cAMP, RU486, dexmedetomidine (DEXT), phenylephrine (PE), isoprenaline (ISO), dimethyl sulphoxide (DMSO) were purchased from Sigma (St. Louis, MO, USA), The Cyp3a1, Cyp2b1/2, Ugt1a1, Ugt2b, CAR, PXR, GAPDH, β-actin primary antibody and the horseradish peroxidase conjugated goat anti-rabbit antibody were bought from Abcam (CA, USA), Pierce ECL Western Blotting Substrate from Thermo Scientific (CA, USA). Nuclear extracts (RIPA), BCA Protein Assay Kit, 5×loading buffer, Prestained Protein Molecular Weight Marker were bought from Beyotime Biotech Reagents (Shanghai, China ). The Pure Nitrocellulose (NC) Blotting Membrane was bought from Bio-Rad Laboratories (Hercules, CA, USA). All other chemicals were of analytical grade and purchased from Shanghai Biotech (Shanghai, China).

### Establishment of CUMS-induced depression model

Five weeks old male GK rats were purchased from Shanghai SLAC Laboratory Animal Co., Ltd. (Animal Quality Certificate: 2007000562918), were kept in the Laboratory of Animal Center, East China Normal University, Shanghai (Animal Experiment License: SYXK 2010–0094). Rats were kept in the cage for 7 weeks in an SPF-grade lab until the emergence of diabetes (with blood glucose level ≥ 11 mmol/L). Then the diabetic rats were randomly divided into two groups: control group and depression model group (*n* = 10 per group). The depression model group rat was fed alone in a cage for 8 weeks with food and water ad libitum. Each rat was given one kind of stresses daily. The stresses included activity restriction (in bottle, 1 hr), hot water swimming (45°C, 5 min), cold water swimming (4°C, 5 min), clip tail (1 min), cages tilting (45°C, 24 hr), cage horizontal shaking (10 min), damp padding (24 hr), noise interference (10 min), and day/night inversion (24 hr). Each stress was used 5–6 times randomly but not consecutively to avoid rat's prediction. The control group rats were normally fed for 8 weeks with food and water ad libitum without any stress.

The open-field test was performed in a quiet room using a ZS-ZFT Video Analysis system before and after model establishment (ZSDC Sci-Tech Co, China). Each rat was individually placed in an opaque box (100 cm ×100 cm × 40 cm) and the bottom was divided into 25 × 25 cm^2^ equal-size squares. Rearing times and four claws climbing square numbers were considered as an index of vertical and horizontal scores, respectively. The behavior of each rat was video-recorded for 5 min [17].

Sucrose preference test was also carried out before and after model establishment. Firstly, rats were trained to adapt to 1% sucrose solution for 24 hr. Then, two bottles, one containing 1% sucrose solution and other containing tap water, were placed to each rat for 24 hr. After the adaptation, rats were deprived of water and food for 24 hr. The rats then were free to access to two bottles containing 1% sucrose solution and tap water. After 1hr, sucrose solution and tap water consumptions were measured, and the sucrose preference was calculated by the equation as follow: sucrose preference = sucrose consumption/ (sucrose consumption + water consumption) ×100% [33].

Before and after the model establishment, blood samples were collected from rats’ eye canthus and centrifuged to obtain plasma at 3,000 × g for 5 min. The plasma cortisol (CORT) and epinephrine (NE) levels were assayed with ELISA Kit according to the instructions.

### Determination of plasma repaglinide concentration

After depression model establishment, the repaglinide suspension was given by gavage at 6.0 mg/kg to all rats. Blood samples were collected into heparinized tubes at 0, 0.25, 0.5, 0.75, 1.0, 2.0, 3.0, 4.0, 6.0, 8.0 hr after administration, and then were centrifuged at 3,000 × g for 5 min at 4°C. The plasma samples were stored at –80°C for LC-MS/MS analysis.

The plasma concentration of repaglinide was determined by LC-MS/MS based on reference with a minor modification [34]. A volume of 100 μL nateglinide, as an internal standard, and 300 μL methanol were mixed with 100 μL plasma sample. Then mixture solution was vortex-mixed for 1min, followed by centrifugation at 15,000 rpm for 5 min. The supernatant was directly injected for LC-MS/MS analysis. The LC-MS/MS system consisted of Agilent 1260 HPLC (Agilent, USA) couple to an Agilent 6420 triple quadrupole mass spectrometer (Agilent, USA). The separation was performed on a ZORBAX EP- C_18_ column (50 mm × 2.1 mm, 1.8 μm, Agilent) at 35°C with methanol - 0.1% formic acid aqueous solution (80:20) as a mobile phase at a flow rate of 1.0 ml/min. The mass spectrometer was run in operated positive electrospray ionization (ESI) mode, with the electrospray voltage, gas pressure and temperature set to 4,000 V, 15 psi and 350°C, respectively, which was set to monitor the m/z 453.2 → m/z 230.1 for repaglinide and m/z 316.0 → m/z 168.1 for nateglinide, respectively. The HPLC system and mass spectrometer were controlled by Masshunter Workstation software (version B.06.00, Agilent, USA), and data were collected with the same software. Pharmacokinetic parameters were calculated by PKSolver 2.0, which is an add-in program for pharmacokinetic data analysis in Microsoft Excel [35].

### Gene expression profiling and bioinformatics analysis

GK rats were sacrificed after the pharmacokinetic experiment was finished. Rats’ livers were collected, washed with 0.9% NaCl solution, and stored at –80°C until use. Total RNA was extracted using TRIzol Reagent following the instructions. RIN number was used to inspect RNA integrity by an Agilent Bioanalyzer 2100 (Agilent technologies, Santa Clara, CA, US). Qualified total RNA was further purified by RNeasy micro kit and RNase-Free DNase Set. Total RNA were amplified, labelled and purified by using Gene Chip 3′IVT Express Kit followed the manufacturer's instructions to obtain biotin labelled cRNA.

Array hybridization and wash was performed using GeneChip^®^ Hybridization, Wash and Stain Kit in Hybridization Oven 645 (Affymetrix, Santa Clara, CA, USA) and Fluidics Station 450 (Affymetrix, Santa Clara, CA, USA) followed the instructions. Slides were scanned by GeneChip^®^ Scanner 3000 (Affymetrix, Santa Clara, CA, USA) and Command Console Software 3.1 (Affymetrix, Santa Clara, CA, USA) with default settings. Microarray quality control assessment and data acquisition were performed with the GeneChip^®^ Operating Software (GCOS, Affymetrix). Raw data which could be available from the databases (GSE94988) were normalized by MAS 5.0 algorithm, and the differentially expressed genes (DEGs) were further analyzed. The intention DEGs were mapped to the KEGG pathway, and the significant pathways were calculated based on the location and expression level of the genes in the pathway. The interaction among up-regulated DEGs was explored using GeneSpring Software 11.0 (Agilent technologies, Santa Clara, CA, USA).

### Confirmation of mRNA expression by qRT-PCR

Total RNA was extracted using TaKaRa MiniBEST Universal RNA Extraction Kit according to the instructions. The RNA concentration was determined using NanoDrop Spectrophotometer (Thermo Scientific, USA) at an absorbance of 260 nm. For quantitative RT-PCR analysis, total RNA was transcribed to cDNA using PrimeScript RT reagent Kit with gDNA Eraser. Real-time PCR was performed with ABI7500 Real-time PCR system using SYBR green quantitative PCR master mix. To normalize the mRNA expression, the housekeeping gene glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was used as an external standard. The primer sequences were shown in Table 4. The relative amount of each mRNA was calculated using the 2^-ΔΔCt^ formula [36].

**Table 4:** Primer sequence for quantitative real-time polymerase chain reaction

Gene symbol	GeneBank accession No.	Primer sequence (5′→3′)	Amplicon size (bp)
*Cyp17a1*	NM_012753.2	Forward: TCTGTGCTATCTGCTTCAACATCTC	88
		Reverse: GCATCCACGATACCCTCAGTAAA	
*Cyp3a18*	NM_145782	Forward: ACAATCCTGTCTCCAACCTTCAC	115
		Reverse: GCTCCCCTTTTGCTTCTTCTC	
*Cyp2b1/2*	NM_001134844	Forward: GGGAAAGAGGAGTGTGGAAGAA	132
		Reverse: GAGCAGATGATGTTGGCTGTG	
*Ugt1a1*	NM_001039549	Forward: TTGGTGGGATAAACTGCCTTCA	165
		Reverse: 5′-GAATTCTGCCCAAAGCCTCA-3′	
*Ugt2b1*	NM_173295.1	Forward: GCTTCTGCTCTTGCCCAAATTC	176
		Reverse: GCCTCATAGATGCCATTTGTTCC	
*Gsta5*	NM_001010921.1	Forward: CATCCATGGCTGGCTTTC	165
		Reverse: CAGCCACGGATGTGCTCAA	
*Nr1i3*	NM_001270838.1	Forward: CCTACATGTTCAAGGGCGTCATC	119
		Reverse: TGTCGAACATCGTGTTGAACCTC	
*Nr1i2*	NM_052980.2	Forward: CCTACATGTTCAAGGGCGTCATC	138
		Reverse: TGTCGAACATCGTGTTGAACCTC	
*GAPDH*	NM_017008.4	Forward: TCCTGCACCACCAACTGCTTAGC	125
		Reverse: GAGGGGCCATCCACAGTCTTCTG	

### Cell tests

Rat liver cell line of BRL 3A was purchased from the cell bank, Chinese Academy of Science. The cells were cultured in DMEM supplemented with 10% FBS in a humidified incubator with 5% CO_2_ and 95% air at 37°C. After subconfluence, the cells were seeded into either 96-well or 6-well plates at the indicated density. The culture media were replaced every 2 days.

The viability of the BRL 3A cells was quantified by using Cell Counting Kit (CCK) assay. Cells were seeded into 96-well plates and dose-response experiments started 24 hr later. BRL 3A cells were treated either with DEX, or the adrenergic receptor agonists of DEXT, PE, ISO alone, at different doses ranging from 0.625–10 μmol/L and DEX in combination with the glucocorticoid receptors antagonist of the Mifepristone (RU486) or 8-Br-cAMP (cAMP analogue) for 48 hr. Then 10 uL CCK was added to each well and incubated at 37°C for 2 hr. At last, optical densities (ODs) were measured by the spectrometric absorbance at 450nm on a microplate reader (Bio-Rad Laboratories, CA, USA). Results were plotted as percent of survival and concentration-response curves were fitted in order to determine no inhibition of cell growth value. Nontoxic drug concentration for each drug was determined. Cells were seeded into 6-wells plates and treated with DEX or the adrenergic receptor agonists alone, or DEX co-treated with 8-Br-cAMP, RU-486 for 48hr. Cells were collected for mRNA and proteins expression measurement as the liver tissue.

### Western blot assay

Protein was extracted using Beyotime Biotech Reagents (Shanghai, China). The concentrations were determined with a BCA protein assay kit. The protein sample (40 μg) was loaded on 10% Bis-Tris Gel which was then transferred to NC membranes for 60 min at 2.5 mA/cm^2^ at room temperature using a Semi-Dry blotting system (Millipore Co., Chicago, IL). Membranes were blocked with 5% none fat milk in TBS/0.05% tween (TBST) for 2 hr at room temperature, washed 3 times for 10 min in TBST, and then incubated with the primary antibodies against CAR(1:500), PXR(1:1000), Cyp3a1(1:1000), Cyp2b1/2(1:1000), Ugt1a1(1:1000), Ugt2b(1:1000), GAPDH and β-actin (1:1000) diluted in TBST respectively over night at 4°C. Anti-rabbit (diluted 1:5000 in TBST) horseradish-peroxidase-conjugated second antibodies were applied after washing the blots 3 times in TBST for 10 minutes. Chemiluminescence signal was developed using an ECL kit according to the instructions, and the band signal was detected by the FluorChem FC3 System. Band densitometry was quantified using Quantity One Analysis software (version 4.5.2, Bio-Rad Laboratories, CA, USA) and signaling was expressed as relative values as normalized by GAPDH or β-actin bands.

### Statistical analysis

For microarray data analysis, ANOVA and filtering lists by *p*-value and fold-change were performed with the GeneSpring Software. Heatmap and gene clustering analysis of the gene expression data were carried out with R and BioConductor packages. A statistical comparison of the CUMS-induced effects was made by hierarchical clustering. Statistical analysis of other data was performed with GraphPad Prism 5 (GraphPad Software, Inc., La Jolla, CA, USA). Student *t*-test was used to assess statistical significance between groups. Data were expressed as mean ± standard deviation (SD). *p < 0.05, or **p < 0.01 were considered statistically significant.

How the deposited data were processed for this re-analysis (not part of the article)

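The liver arrays of 9 GK rats were used: control 1–3, CUMS 1–3 (major depression in the labels) and CUMS 4–6 (mild depression in the labels), 1 array per rat. The authors made the deposited values with MAS 5.0. They are signal intensities on a linear scale, scaled per array to a mean of 500.2 without the lowest and highest 2% of values. The 57 control probe sets were left out, 586 signals below 1 were set to 1, and the rest was done on log2 signals. The annotation gave a gene symbol of its own to 20826 probe sets, several symbols to 436 and no name to 9780, and the first of these cover 14217 genes. For arrays, their number limits the precision.

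Computations were done in R 4.3.3 with limma 3.58.1. The lower 40% of probe sets by mean log2 signal over the 9 arrays were left out, which kept 18625 probe sets, all with a mean above 6.07, and 10403 genes. The groups were fitted together (6 residual degrees of freedom), with moderated variances that follow the signal, and CUMS 1–3, all CUMS and CUMS 4–6 were each compared with control and CUMS 1–3 with CUMS 4–6. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05. The thresholds of the study were also applied to log2 signals, with an unadjusted p under 0.05 and a fold change of at least 1.5 or at most 0.5, without a signal filter. The p came from ANOVA, which the statistics section of the study names without stating the variances. It was taken with equal variances and is called the test of the study. Welch's p, with unequal variances, rounds to the printed p in 18 of 19 probe sets of Table 2. The study may therefore have used unequal variances. On simulated data with 3 rats per group, limma called 14 of 46 probe sets with a log2 change of 0.6, 37 of 45 with a change of 1 and 42 of 44 with a change of 1.5, and 10 of 18448 unchanged ones. These rates hold for simulated noise and may overstate the power in the real arrays. There Cyp17a1 and the Gsta5 probe set, at log2 fold changes of 1.53 and 1.43, were not called (adjusted p = 0.532 and 0.282 from limma). So 0 calls do not show that changes of this size are absent.

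Lists of genes (35 in number, on nuclear receptor targets, metabolism, stress responses and cell types) were tested with camera at a preset correlation of 0.01 between genes, over 1 probe set per gene, that with the highest mean signal. The 34 lists with at least 3 measured genes were tested; markers of pancreas had fewer. Each was tested again with an estimated correlation and with fry, which asks whether the genes of a list move, on balance, in 1 direction. The p that fry gives for changes in either direction, adjusted over the lists, was added after the values were seen. Neither compares a list with other genes. The score of a list in a rat is the mean of its log2 signals minus the mean of the controls. Over-representation was tested with Fisher's exact test, one-sided, against all 14217 genes.

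The comparisons, thresholds, filter, gene lists, alternatives and the rule for naming genes were set before the data were examined but after the paper had been read, so the values of Table 2 count as seen. Genes are named if they stand in Table 2, Table 3, Figure 3B, Figure 4 or the results text of the paper, or if they have the smallest p in a comparison among genes with a fold change of at least 1.5 in either direction and no overlap between the groups (up to 10 higher and 10 lower for CUMS 1–3 against control, up to 5 and 5 for the others), or the smallest p within a list. A gene of Figure 4 was matched to its probe set in Table 2, or else to a probe set past the thresholds in the direction drawn, or else to that with the smallest p in that direction. This matching rule was chosen after the values were seen. So were a test with unequal variances joined to the ratio of arithmetic means, the lists for CUMS 1–3 against CUMS 4–6, the values of Table 2 in CUMS 4–6, the exact permutation of list scores, and the count of Table 2 probe sets past the thresholds as their summary value.

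The alternatives were quantile normalization, centring on the median, log2 of the signal plus 50, no signal filter or a stricter one (upper 40% only), a fit of only the groups compared, no trend of the variance, array weights, the replicate number as a block, other fold and p thresholds, and leaving out each rat in turn. Correlations between rats of the same replicate number, 0.003, −0.049 and 0.14 after removal of the group means, gave no sign that the numbers pair the rats. The KEGG gene sets and detection calls of the arrays were not used here. The pharmacokinetic, behavioural, PCR, cell culture and protein experiments have no part in the array data and were left out.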

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

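The tests of stellate cell markers, of CAR and PXR targets and of glucocorticoid receptor targets, the comparison of lists between CUMS 1–3 and CUMS 4–6 and the draws for picked probe sets were chosen only after the results had been seen.

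Markers of stellate cells and fibroblasts were lower in all 6 CUMS rats than in all 3 control rats. Markers of Kupffer cells, lymphocytes and cholangiocytes were lower as well, by mean log2 fold changes of −0.52, −0.36 and −0.52 over all CUMS rats. Control 3 was high for these lists too, at 0.46, 0.46 and 0.74. Without control 3 the mean differences of these lists were −0.29, −0.13 and −0.15. Control 3 alone is argued against as the whole source of the lower stellate cell markers, since the list kept its call without that rat (camera, adjusted p = 8.53e-11), although its median log2 fold change over all CUMS rats went from −0.82 to −0.39. A lower share of every non-parenchymal cell type by the same amount is argued against by the endothelial list alone: the stellate score minus the score of sinusoidal endothelial cells was −0.75 ± 0.133 in the 6 CUMS rats and 0 ± 0.515 in the 3 controls (exact permutation test, two-sided, p = 0.0119, the smallest that 6 rats against 3 allow), and without control 3 the gap went from −0.75 to −0.46 (exact permutation test, p = 0.0357, the smallest that 6 against 2 allow). A lower share of several of these cell types together, a difference in stellate cells with stress and a difference in the piece of liver sampled stay open and untested, and the list's call ends with an estimated correlation (adjusted p = 0.150) but not when control 3 is also left out (0.019; 0.156 to 0.275 without any other rat), while fry for changes in either direction called it with control 3 and without (adjusted p = 0.024 and 1.28e-08) but not without control 2 or any 1 CUMS rat (0.0507 to 0.0831).

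The target genes of CAR and PXR were higher on average in the CUMS rats. The list kept its call under quantile normalization (camera, adjusted p = 0.000139). At the authors' scaling it lost the call with an estimated correlation (adjusted p = 0.150). Camera sets a list against the other genes, so the call under quantile normalization cannot test a scaling that moves all genes alike. Over all probe sets the median log2 fold change was −0.013 at the authors' scaling and 0.018 under quantile normalization. The list's median was 0.25, and 0.085 without control 3. Genes that vary together from rat to rat may account for the call. With the list score of each rat as the only value, an exact permutation test gave p = 0.0595. The call thus rests on treating the genes as nearly independent. Fry for changes in either direction called the list (adjusted p = 0.00844), but not without control 2 (0.108) or control 3 (0.0565). A response of CAR to stress stays open as a biological explanation.

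The paper proposes a glucocorticoid signal in the liver, and the measured target genes of the glucocorticoid receptor did not pass camera over all 6 CUMS rats (13 higher and 12 lower, adjusted p = 0.793). Allowing for changes in either direction, fry gave 0.659 as the p of an approximate rotation test for this list, with 0 genes higher and 2 lower at an unadjusted p under 0.05, while 8 of the 34 lists passed this test after adjustment. A raised glucocorticoid signal and its absence cannot be told apart here, since a test that misses its threshold does not show that these genes were unaltered, and the rats were taken after the pharmacokinetic experiment.

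A single rat lay far from the other 5 CUMS rats in 6 cases over 70 named probe sets and 35 lists, and chance alone marks about 1 in 20. The measure is the gap to the nearest rat as a share of the whole range, which passes 0.625 for 6 rats at the 95% level. CUMS 4 was lowest for Topbp1 (0.842) and Zrsr2 (0.759) and highest for genes of cAMP response and gluconeogenesis (0.797). CUMS 6 was highest for Ugt2b1 (0.632) and for genes of bile acid synthesis and transport (0.797), and CUMS 3 was lowest for Cyp3a2 (0.891).

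Between CUMS 1–3 and CUMS 4–6, camera called 11 of 34 lists and none of them with an estimated correlation, where the lowest adjusted p was 0.785. Lower in CUMS 1–3 were hepatocyte markers (adjusted p = 8.77e-07), glutathione S-transferases (5.73e-05) and genes of bile acid synthesis and transport (0.00182). Stellate cell and fibroblast markers, genes of the mitochondrial respiratory chain and cytochrome P450 genes of families 1 to 3 (0.00614 each) were also lower there. So were acute phase genes (0.0251), male-biased genes (0.0341), periportal hepatocyte genes (0.0341) and heat shock genes (0.041). CUMS 6, with a score of 0.48, carried the bile acid difference. CUMS 4 and CUMS 5, at 0.15 and 0.14, lay within the range of CUMS 1–3, 0.11 to 0.19. For male-biased and periportal genes CUMS 3 was lowest, at −0.30 and −0.17. CUMS 1 and CUMS 2 lay within the range of CUMS 4–6 for both lists. Genes of cholesterol synthesis were higher in CUMS 1–3 (adjusted p = 0.041), and CUMS 2, with a score of 0.69, carried this. CUMS 1 and CUMS 3, at 0.17 and 0.11, lay below the mean of CUMS 4–6, 0.19. The 10 ways of splitting 6 rats into 3 and 3 are too few for a share under 0.05; 3 of the 10 gave as many called lists, with 11 in the real split and up to 17 in another.

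In CUMS 4–6, which Figure 4 does not show, 11 of the 19 probe sets of Table 2 had an unadjusted p under 0.05 by the test of the study (3.55 in 100 draws with no effect and shared controls, 0 to 9, a range too narrow for genes that vary together), the Gsta5 probe set had a fold change of 3.86, and camera called 24 of 34 lists against control, but 0 with an estimated correlation (lowest adjusted p = 0.152). A wide spread of the controls may also raise the count of 11 above the draws.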

How the results depend on the processing

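The joint use of unequal variances and arithmetic means, with or without the upper 60% by signal, Table 2 in CUMS 4–6, fry for changes in either direction, the lists for CUMS 1–3 against CUMS 4–6 and the exact permutation of list scores were chosen only after the results had been seen. With 3 rats per group and most probe sets past the thresholds of the study at low signal, background may limit these counts, which was not tested. In the 4 comparisons, called probe sets stayed at 0 under every alternative except ANOVA with adjusted p (1 for CUMS 1–3) and median centring (1 for all CUMS and 1 for CUMS 4–6, the Gsta5 probe set each time). The cause was not tested. Unadjusted counts ran from 818 to 1870 for CUMS 1–3, 1043 to 2143 for all CUMS, 814 to 1845 for CUMS 4–6 and 326 to 1048 between the CUMS groups. The 608 probe sets past the thresholds of the study became 146 with log2 of the signal plus 50 and 147 in the upper 60% by signal (both take out low signals by construction), 295 at a log2 fold change of 1.5, 0 with adjusted p, 112 with unequal variances, arithmetic means and the upper 60%, and 588 to 744 when each rat was left out. With all 6 CUMS rats this count was 758, and the highest under any alternative was 799. Of the Table 2 probe sets, 17 past the thresholds became 11 with all 6 CUMS rats, 10 with CUMS 4–6, 5 with the replicate number as a block and 6 to 17 with a rat left out. All 342 values of the Table 2 probe sets under 18 alternatives to the fit of CUMS 1–3 (2 of them all CUMS and CUMS 4–6 at the same scaling) stayed short of an adjusted p under 0.05 and 1 was negative. Called lists (20 for CUMS 1–3, 23 for all CUMS, 24 for CUMS 4–6, 11 between the CUMS groups) became 0 in each comparison with an estimated correlation, 0 in each with fry for 1 direction, 5, 8, 6 and 0 with fry for changes in either direction, and 0 by exact permutation for all CUMS. The permutation can hardly pass adjustment, since its smallest p is 0.0119. With a rat left out the lists called by camera ran from 15 to 24, 16 to 25 and 15 to 26. List by list, 436 of 510 values for CUMS 1–3 kept their direction and side of the threshold (55 weaker, 18 stronger, 1 reversed), 404 of 476 for all CUMS (63, 8 and 1), 390 of 476 for CUMS 4–6 (72, 12 and 2) and 46 of 68 between the CUMS groups (22 weaker). The reversed ones are without control 3: periportal genes in CUMS 1–3 (adjusted p = 0.0139, range with a rat left out 0.0104 to 0.893), hepatocyte markers over all CUMS (0.0834, range 0.000209 to 0.189), and in CUMS 4–6 lipogenesis (0.828, range 1.52e-07 to 0.828) and periportal genes (0.828, range 1.14e-05 to 0.828). Enriched lists stayed between 2 and 4. The position of CUMS 4–6 was 0.535, 0.539 with quantile normalization and 0.575 in the upper 60%, but 0.731 over the genes matched to Figure 4, which were picked on CUMS 1–3 and the same controls. For the other moved values the cause was not tested.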

Differences from the paper's values

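The test with unequal variances joined to arithmetic means, with or without the upper 60% of probe sets by signal, and Table 2 in CUMS 4–6 were chosen only after the results had been seen. The paper gives 36 genes higher in CUMS rats, against 190 here at its stated thresholds for CUMS 1–3. No alternative set before the data were examined reached the paper's count (60 to 274 genes, and 0 with adjusted p). Unequal variances with arithmetic means in the upper 60%, chosen after seeing the values, gave 47; it leaves out 2 of the paper's 29 matched higher genes of Figure 4, Cyp3a18 and Ugt1a, which the equal-variance test leaves out too, with 27 past the thresholds against 26. For lower genes the paper gives 13, against 128 here; of the alternatives set before the data were examined, log2 of the signal plus 50 gave 17, within a factor of 1.5 of the paper's count, and the others did not come that near. For all genes together the paper gives 49, against 317 here; none of the alternatives set before the data were examined reached that count, and unequal variances with arithmetic means in the upper 60%, chosen after seeing the values, gave 73 and leaves out the same 2 genes of the paper.

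Of the p values in Table 2, 6 differ by more than a factor of 1.5 from the ones computed here with ANOVA on log2 signals. For Topbp1 the paper's p is 0.005, against an ANOVA p of 0.00189; quantile normalization (0.00381), median centring (0.00496) and leaving out control 2 (0.00649) came within that factor of the paper's value and the other alternatives set before the data were examined did not. For Cyp3a18 the paper's p is 0.028, against an ANOVA p of 0.0133; quantile normalization (0.0215), median centring (0.024), the replicate number as a block (0.0259) and leaving out control 2, control 3 or CUMS 3 came within it, and the others set before the data were examined did not. For Sult2a2 the paper's p is 0.003, against an ANOVA p of 0.00159; log2 of the signal plus 50 (0.00205) and leaving out CUMS 1 (0.00313) or CUMS 3 (0.00328) came within it, and the others set before the data were examined did not. For Gsta5 the paper's p is 0.028, against an ANOVA p of 0.00579; the replicate number as a block (0.0218) and leaving out any of the control rats or CUMS 2 came within it, and the others set before the data were examined did not. For Ugt2b1 the paper's p is 0.035, against an ANOVA p of 0.0159; median centring (0.0357) and leaving out control 2, CUMS 1 or CUMS 2 came within it, and the others set before the data were examined did not. For Ugt1a8 the paper's p is 0.004, against an ANOVA p of 0.0485; no alternative set before the data were examined came within it, and CUMS 4–6 in place of CUMS 1–3, chosen after seeing the values, gave 0.00557 and leaves out 9 of the paper's 19 probe sets in Table 2, against 2 with CUMS 1–3. CUMS 4–6 also gave a p of 0.0329 for Cyp3a18, within a factor of 1.5 of the paper's.

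Welch's test, chosen after seeing the values, gave p values that round to the paper's in 18 of 19 probe sets of Table 2. Among these are Topbp1, Cyp3a18, Sult2a2, Gsta5 and Ugt2b1, but not Ugt1a8, at 0.0523. The ratio of arithmetic means rounds to the paper's fold change, or to the next last digit above it, in 17 of 19. Of these, Aldh1a1 (2.085) and Plekha8 (1.5245) round to a last digit above the paper's. The larger differences in fold change are those of Cyp3a18, the paper's 1.50 against 1.49, and Ugt1a, the paper's 1.51 against 1.22. CUMS 4–6 give the value of Ugt1a as 1.51. That combination has 17 of the 19 past the thresholds, as many as the equal-variance test, and leaves out Cyp3a18 and Ugt1a. The paper's Table 3 gives 10 pathways, and 6 of their false discovery rates lie above 1, which a fraction cannot hold but a percentage can; the paper names no unit for them. As to directions, the paper draws Plekha8 and Zrsr2 as higher in CUMS rats. In CUMS 4–6 the geometric means put them at 0.97 and 0.89 times the control level, but without CUMS 4 at 1.03 and 1.33 times, and for Zrsr2 the arithmetic means, which come nearest to the paper's fold changes, at 1.01 times. The other 27 matched higher genes and all 11 lower genes had the drawn direction in both groups; in CUMS 1–3 the matching rule mostly fixes this, and in CUMS 4–6 the shared controls favour it. Of 22 other probe sets of 14 of these genes, 20 had the drawn direction in CUMS 1–3 and 17 in CUMS 4–6, and another probe set of Plekha8 went the other way in CUMS 1–3, at 0.59 times the control level.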

Other observations

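The tests of the splits of the rats were planned; the use in them of unadjusted counts and of fry in either direction and the exact permutation of list scores were chosen only after the results had been seen.

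In CUMS 4–6, the rats that Figure 4 does not show, Aldh1l1, a folate enzyme of the hepatocyte, read 8859 ± 218 against 5198 ± 826 in the controls (SD, n = 3 each), and 6404 ± 746 in CUMS 1–3. Of 20 glutathione S-transferase genes, 18 were higher in CUMS 4–6 than in the controls (camera, adjusted p = 7.3e-09; adjusted p = 0.152 with an estimated correlation), among them Gstt3 and Mgst2 at log2 fold changes of 0.87 and 0.41. Genes of bile acid synthesis and transport were higher in 19 of 21 members (camera, adjusted p = 5.2e-09; adjusted p = 0.152 with an estimated correlation), and cytochrome P450 genes of families 1 to 3 in 22 of 28, with Cyp1a1 at 1.86 (camera, adjusted p = 1.1e-05; adjusted p = 0.218 with an estimated correlation). Without CUMS 6 the mean of the bile acid list went from 0.26 to 0.15, and without control 3 the median of the cytochrome P450 list went from 0.16 to 0.081. Hamp, which encodes the iron hormone hepcidin, had log2 fold changes of −2.76 in CUMS 1–3 and −3.49 in CUMS 4–6.

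Other gene groups stood as follows in CUMS 1–3 against control. Of 37 genes of the mitochondrial respiratory chain, 35 were higher by a median log2 fold change of 0.10 (camera, adjusted p = 3.3e-05; adjusted p = 0.505 with an estimated correlation), and the call was lost without control 3 (median 0.019, adjusted p = 0.330). Genes of lipogenesis and glycolysis were higher in 17 of 21 members, with Fads2 and Acss2 at 0.58 and 0.42 (camera, adjusted p = 0.000479; adjusted p = 0.434 with an estimated correlation; 0.589 without control 3). Their scores were 0.04, 0.51 and −0.55 in control 1–3 and 0.55, 0.15 and 0.006 in CUMS 1–3. Over all 6 CUMS rats the mean difference was 0.21, and −0.07 without control 3. Pericentral hepatocyte genes were higher in 12 of 16 (camera, adjusted p = 0.0231; adjusted p = 0.434 with an estimated correlation), a call lost without control 3 (0.161) and without CUMS 3 (0.170). Lower were lymphocyte and antigen presentation markers in 16 of 23, with Cd74 at −0.85 (camera, adjusted p = 0.000723; adjusted p = 0.434 with an estimated correlation; 0.0942 without control 3), and cholangiocyte markers in 9 of 12, with Krt19 at −1.09 (camera, adjusted p = 0.0196; adjusted p = 0.376 with an estimated correlation; 0.276 without control 3 and 0.178 without CUMS 3). Acute phase genes were lower in 20 of 24, with Il1rn at −0.60 (camera, adjusted p = 0.0173; adjusted p = 0.434 with an estimated correlation; 0.369 without control 2 and 0.083 without CUMS 1). The lists of retinol metabolism (adjusted p = 0.0644), heat shock (0.0784), circadian clock (0.35), sinusoidal endothelial cells (0.518), cAMP and gluconeogenesis (0.518), transcription factors of drug metabolism (0.518), endoplasmic reticulum stress (0.518), red blood cells (0.518), periportal hepatocyte genes (0.545), hepatocyte markers (0.738) and NRF2 targets (0.819) did not pass the test.

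CUMS 1–3 against CUMS 4–6 gave 0 calls in limma, 530 probe sets at an unadjusted p under 0.05 and, by the test of the study, 760 at an unadjusted p under 0.05 and 0 with adjustment. The genes at the head of this comparison include Nicol1 (2.98 times higher in CUMS 1–3), the transcription factor Batf3 (2.54), the Notch ligand Dll4 (2.20) and the protease Adamts9 (0.25), all at an adjusted p of 0.9996. Both CUMS groups share their controls, so their fold changes go together by construction. The correlation across probe sets was 0.658, where unaffected groups simulated with shared controls gave 0.499 (0.476 to 0.527 in 100 draws), and 71.8% of probe sets had the same sign in both groups, against 66.7% (65.8% to 67.4%). Genes are not independent replicates. Controls that spread more widely than the CUMS rats, as control 3 makes them for some lists, can also raise such values above these draws. The excess therefore cannot show an effect shared by both CUMS groups. At the thresholds of the study, 84 probe sets were higher in both groups, against 63.5 in the simulated draws (48 to 81), and 36 were lower in both, against 39.7 (26 to 55).

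An exact permutation of the list scores over the 84 splits of the rats into 6 and 3 had 10 of 35 lists at an unadjusted p under 0.05 and 0 after adjustment. The smallest p that these splits allow is 0.0119, which passes adjustment over 35 lists only if several lists reach it. The adjusted count can therefore decide little. The CUMS rats all lay above the controls for 2 lists, UDP-glucuronosyltransferases and genes of bile acid synthesis and transport, and all below for 1, stellate cell and fibroblast markers, where chance gives 1.19% of lists in each direction.

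Other splits of the same rats into groups of 6 and 3 gave results as large as the real one, so for all CUMS against control chance is not excluded for these counts: 9 of 84 splits had as many probe sets at an unadjusted p under 0.05 (1477 in the real split, up to 1678 in another) and 6 of 84 as many lists called by camera (23 in the real split, up to 28 in another). Lists called by fry for changes in either direction were a count added after the data were seen. For this count 2 of 84 splits had as many (8 in the real split, up to 10 in another). It fell to 0 without control 2 and to 1 without control 3, but leaving out a rat does not test chance. Since this count was added after the data were seen, its low share of splits does not exclude chance either. The split of control 3, CUMS 3 and CUMS 6 from the rest called 28 probe sets at an adjusted p under 0.05 in limma, against 0 in the real split, which points to a structure among the rats; it is the highest of the 84 splits, and this structure was not tested further. The comparisons of 3 rats with 3 have only 10 splits, too few for a share under 0.05. In CUMS 1–3 against control, 3 of 10 splits had as many probe sets at an unadjusted p under 0.05 (1259, highest other 1328), 3 of 10 as many called lists (20, highest other 23), 4 of 10 as many probe sets past the thresholds of the study (608, highest other 712) and 1 of 10 as many enriched lists (3, highest other 1). In CUMS 4–6 against control, 3 of 10 had as many unadjusted probe sets (1170, highest other 1482) and 2 of 10 as many called lists (24, highest other 24). For fry in either direction the real split of CUMS 1–3 had 5 lists (highest other 1) and that of CUMS 4–6 had 6 (highest other 0). The 6 lists of CUMS 4–6 fell to 1 without control 2 or CUMS 5, and to 2 without control 3 or CUMS 6. They were 5 without control 1 and 7 without CUMS 4. Between CUMS 1–3 and CUMS 4–6, 10 of 10 had as many unadjusted probe sets (530, highest other 998).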
